# Acaricidal Mechanism of Scopoletin Against *Tetranychus cinnabarinus*

**DOI:** 10.3389/fphys.2019.00164

**Published:** 2019-03-06

**Authors:** Hong Zhou, Yong-qiang Zhang, Ting Lai, Xue-jiao Liu, Fu-you Guo, Tao Guo, Wei Ding

**Keywords:** *Tetranychus cinnabarinus*, scopoletin, GPCR, BAG, GUK, Ca^2+^ homeostasis, calcium signaling pathway

## Abstract

Scopoletin is a promising acaricidal botanical natural compound against *Tetranychus cinnabarinus*, and its acaricidal mechanism maybe involve calcium overload according to our previous study. To seek potential candidate target genes of calcium overload induced by scopoletin in *T. cinnabarinus*, RNA-seq was utilized to detect changes in transcription levels. 24 and 48 h after treatment, 70 and 102 differentially expressed genes were obtained, respectively. Target genes included 3 signal transduction genes, 4 cell apoptosis genes, 4 energy metabolism genes, and 2 transcription factor genes. The role of 3 calcium signaling pathway-related genes, namely, G-protein-coupled neuropeptide receptor, Bcl-2 protein and guanylate kinase (designated *TcGPCR*, *TcBAG*, and *TcGUK*, respectively) in the calcium overload were investigated in this study. RT-qPCR detection showed that scopoletin treatment upregulated the expression level of *TcGPCR* and downregulated the expression level of *TcBAG* and *TcGUK*. The result of RNAi indicated that downregulation of *TcGPCR* decreased susceptibility to scopoletin, and downregulation of *TcBAG* and *TcGUK* enhanced susceptibility to scopoletin. Functional expression in Chinese hamster ovary cells showed that scopoletin induced a significant increase in intracellular free calcium [Ca^2+^]i levels by activating *TcGPCR.* These results demonstrated that the acaricidal mechanism of scopoletin was via disrupting intracellular Ca^2+^ homeostasis and calcium signaling pathway mediated by GPCR, BAG, and GUK.

## Introduction

The carmine spider mite, *Tetranychus cinnabarinus*, is one of the most polyphagous arthropod herbivores and feeds on more than 100 plant species, such as food and economic crops, ornamental plants, and weeds (Zhang et al., 2004; Çakmak et al., 2005; Sarwar, 2013). The carmine spider mite is parthenogenic and exhibits strong adaptability and fecundity. Moreover, this type of mite is one of the most difficult pests to control because it easily develops resistance to pesticides (Cruz et al., 2013).

Scopoletin (Supplementary Figure S1) is a kind of botanical natural phenolic coumarin (Supplementary Figure S2) and an important member of the group of phytoalexins isolated from many plants, such as *Erycibe obtusifolia* (Pan et al., 2011), *Aster tataricus* (Ng et al., 2003), *Foeniculum vulgare* (Kwon et al., 2002), *Artemisia annua* (Tzeng et al., 2007), *Sinomonium acutum* (Shaw et al., 2003), and *Melia azedarach* (Carpinella et al., 2005). Studies have shown that scopoletin has a wide spectrum of biological activities, such as acaricidal (Zhou et al., 2017), anti-inflammatory (Ding et al., 2009; Jamuna et al., 2015), antitumoral (Cassady et al., 1979), antioxidative (Shaw et al., 2003), hepatoprotective (Cassady et al., 1979), insecticidal (Tripathi et al., 2011), antifungal (Prats et al., 2006), and alleopathic properties (Pérez and Nuñez, 1991). Especially, a previous study found that scopoletin exhibits excellent contact killing, as well as systemic, repellent, and oviposition inhibition activities against *T. cinnabarinus* (Zhou et al., 2017). Moreover, mites did not develop resistance against scopoletin after 18 generations possibly because of the multi-target mechanism of scopoletin against *T. cinnabarinus* (Zhang et al., 2011). Furthermore, after exposure to scopoletin, several typical neurotoxic symptoms, such as excitement and convulsions, were observed in mites, and the compound specifically inhibits the nervous system targets, AChE, Na^+^-K^+^-ATPase, Ca^2+^-Mg^2+^-ATPase, and Ca^2+^-ATPase, which indicates that scopoletin is a neurotoxin, in which Ca^2+^ plays a key role as an intracellular second messenger (Liang et al., 2011; Hou et al., 2015).

Intracellular free calcium [(Ca^2+^) i] is one of the small signaling molecules regulating various biological functions in cells, including gene expression, protein synthesis, cell secretion, motility, metabolism, cell-cycle progression, and cell apoptosis (Nicotera and Orrenius, 1998). Under normal conditions, [Ca^2+^]i concentration is maintained at 10–100 nM, and intracellular Ca^2+^ homeostasis maintains the normal function of cells (Bootman et al., 2001). However, sustained Ca^2+^ release from intracellular Ca^2+^ stores, Ca^2+^ influx through receptor- or voltage-dependent Ca^2+^ channels or blockage of re-uptake can perturb Ca^2+^ homeostasis, and the increased intracellular calcium concentration [(Ca^2+^)i] induces cell apoptosis (Orrenius et al., 2003). In human or mammalian cells, the increased [Ca^2+^]i mediates the apoptosis of tumor cell induced by scopoletin in different cell types, such as T lymphoma cells (Manuele et al., 2006), PC3 cells (Liu et al., 2005), P-388 lymphocytic leukemia (Cassady et al., 1979), KB cells (Williams and Cassady, 1976), and Hepa 1c1c7 mouse hepatoma cells (Jang et al., 2003). Meanwhile, studies proved that the mode of action of scopoletin in insects was by inducing intracellular calcium overload. A significant increase in intracellular calcium level in *Spodoptera frugiperda* Sf9 cells was induced by scopoletin in a dose-dependent manner (Figure 1). Interestingly, the combination of Ca^2+^ and scopoletin can significantly improve its acaricidal activity (Hou et al., 2015). It is clear that the acaricidal mechanism of scopoletin is mainly by inducing calcium overload. However, other processes, such as MAPK signaling pathway, protein processing in endoplasmic reticulum, and fat digestion and absorption, may play a secondary role in the mode of action of scopoletin. Therefore, in this study, the molecular mechanism of calcium overload induced by scopoletin was investigated.

**FIGURE 1:**
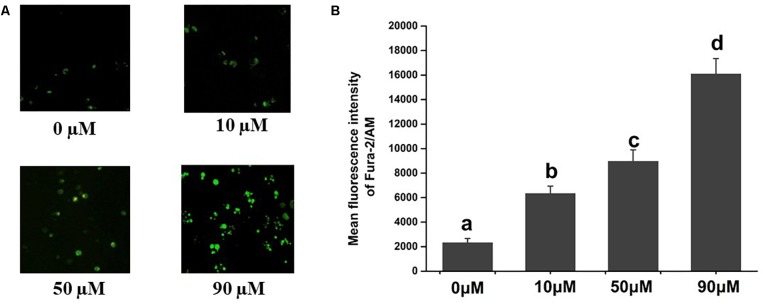
Effects of scopoletin on intracellular free calcium [Ca^2+^]i levels in insect Sf9 cells. 0, 10, 50, and 90 μM indicate Sf9 cells incubated with scopoletin at concentrations of 0, 10, 50, and 90 μM, respectively for 24 h. **(A)** The [Ca^2+^]i level was detected by Fura-2/AM fluorescence staining. Positively stained calcium is shown as green zones in the captured images under a microscope. **(B)** The bar chart indicates the mean fluorescence intensity (MFI) of Fura-2/AM in Sf9 cells. Error bars represent the standard error of the calculated mean based on three biological replicates. Different letters on the error bars indicate significant difference according to Duncan’s multiple tests (alpha = 0.05). i.e., No statistical difference between “a” and “a”; significant difference among “a,” “b,” “c,” and “d.”

The main aim of the current study was to investigate the molecular mechanism of scopoletin inducing calcium overload in *T. cinnabarinus*, and attempted to provide evidence that the mode of action of the scopoletin was through the regulation of the expression of calcium signaling pathway-related genes, thus inducing calcium overload to kill mites. We conducted a comprehensive study that utilizes RNA-seq to detect changes in transcription levels. The role of candidate target genes, that is, calcium signaling pathway-related genes in the calcium overload were also investigated by RNA interference (RNAi) and a calcium reporter assay.

## Materials and Methods

### Mite Rearing

The *T. cinnabarinus* colony was originally collected from cowpeas in Beibei, Chongqing, China and maintained for more than 16 years without exposure to any pesticides (Zhang et al., 2013). Specific permission was not required for the collection because it is a harmful agricultural insect and is distributed extensively. The mites were reared on potted in cowpea seedlings (*Vigna unguiculata*) in the insectary at 25 ± 1°C, 50% ± 5% RH, and 14 h:10 h (L:D) photoperiod.

### Cell Lines and [Ca^2+^]i Assay

*Spodoptera frugiperda* Sf9 cells were cultivated at 27°C and 5% CO_2_ in 3 mL Grace’s insect cell culture medium (Gibco, United States) containing 10% fetal bovine serum (FBS), 0.3% yeast extract, 0.3% lactalbumin hydrolysate, and 0.3% peptone. Chinese hamster ovary (CHO-WTA11) cells were cultured at 37°C and 5% CO_2_ in the DMEM/F-12 medium (Invitrogen Life Technologies, Carlsbad, CA, United States) supplemented with 10% FBS, 250 ng/ml fungizone, 100 U/ml of penicillin, and 100 mg/ml of streptomycin.

In order to detect the effect of scopoletin (purity, 95%; Southwest University, Beibei, Chongqing, China) on intracellular free calcium [Ca^2+^]i levels in insect cells, the Sf9 cells were treated with diluted scopoletin at concentrations of 0, 10, 50, and 90 μM for 24 h. The [Ca^2+^]i level in the Sf9 cells was determined by Fura-2/AM fluorescence staining (Cao et al., 2016). Briefly, the harvested cells were incubated with Fura-2/AM (Beyotime, China) at final concentration of 5 μM at 30°C for 30 min. A fluorescence microscope (Carl Zeiss) was then used to observe the cells. The [Ca^2+^]i level was represented by the mean fluorescence intensity (MFI) after the captured images were analyzed using Image-Pro Plus software (Media Cybernetics).

### Bioassays and Scopoletin Treatment

The FAO-recommended slip-dip method was used to measure scopoletin toxicity against adult female *T. cinnabarinus* (Busvine, 1980). The details of the bioassay procedure were described by Zhang et al. (2013). In brief, 30 adult female individuals (3–5 days old) were placed on their backs on double-sided tape on glass. Then, the mites were dipped into each test solution for 5 s. Each dose (2, 1, 0.5, 0.25, 0.125, and 0.0625 g/ml) was performed in three replicates. Sterile distilled water with 0.1% (v/v) Tween-80 and 3% (v/v) acetone was designated as the control treatment. The mites were observed under an anatomical microscope after 48 h of rearing under controlled growth conditions as described above. Mites that exhibited immobility or irregularly trembling legs were considered dead. The lethal concentrations for subsequent experiments were determined on the basis of log-probit analysis of concentration–mortality data.

For the analysis of the transcriptome changes in *T. cinnabarinus* treated with scopoletin or the solvent, scopoletin was dissolved in sterile distilled water containing 0.1% Tween 80 and 3% acetone to a final concentration of 0.938 mg/mL, the median lethal concentration (LC_50_) of scopoletin against *T. cinnabarinus*. For the scopoletin exposure experiment, we adopted a slightly modified version of the leaf-disk dipping method described by Michel et al. (2010). More than 200 female adults (3–5 days old) were transferred to three freshly potted cowpea leaves in a small petri dish with water. Each detached cowpea leaf was dipped for 5 s in the test solution at the concentration indicated above. When the liquid dried around the mites, the insects were returned to the conditions as above. Then, sterile distilled water with 0.1% Tween-80 and 3% acetone was used as the solvent control. Three petri dishes from one independent experiment comprised a replicate and two biological replicates used for RNA purification and library preparation. After 24 and 48 h intervals, only the surviving female adult mites from the treated and control groups were collected and frozen at -80°C for RNA extraction.

### RNA Extraction, Library Preparation, and Sequencing

The total RNA of each sample was extracted using the RNeasy^®^ plus Micro Kit (Tiangen, Beijing, China) following the manufacturer’s instructions. For checking the RNA quantity, the absorbance at 260 nm and absorbance ratio of OD_260/280_ were measured using a Nanovue UV-Vis spectrophotometer (GE Healthcare, Fairfield, CT, United States). RNA integrity was further confirmed by 1% agarose gel electrophoresis.

The polyA mRNA was enriched from the total RNA using the Dynabeads mRNA Purification Kit (Invitrogen) and digested into short fragments (∼130 bp) with First-Strand Buffer (Invitrogen) at the appropriate temperature. The short fragments served as templates to synthesize first-strand cDNA with random hexamer primers, First-Strand Master Mix, and Super Script II reverse transcriptase (Invitrogen). Then, second-strand cDNA was synthesized using the Second-Strand Master Mix. After adenylation of the 3’ ends of DNA fragments, the sequencing adaptors were ligated. AMPure XP beads were used to purify the short fragments; these cDNA were eluted in EB buffer, followed by polymerase chain reaction (PCR) amplification. An Agilent 2100 Bioanalyzer checked the quality of the library and the concentration of cDNA. The prepared libraries were sequenced on the Ion Proton platform (BGI, Shenzhen, China) using the sequencing strategy of single-end 150 bp.

### Processing and Mapping of RNA-Seq Data

Primary sequencing data was first subjected to quality control. These data were produced by Ion Proton and were called raw reads. For filtering the raw reads, low-quality and adapter sequences were removed. The Q20, Q30, and GC contents of the filtered reads were calculated and checked. All obtained high-quality and clean reads were mapped against the reference genome of *Tetranychus urticae* with T-Map (Version 3.4.1, parametermapall-a2-n8-v-Y-u-o1stage1map4) ^1^. Mismatches of three or less than three bases for each read (mean length = 150 bp) were allowed in the mapping. The unique and non-unique mapped reads were used for mapping scale calculation. The read per kilobase per million mapped reads (RPKM) of each gene was calculated using the following formula: RPKM = total exon reads/mapped reads in million × exon lengths in kb. The RPKM value was used as expression levels for differential expression analysis.

### Differential Expression Analysis

To identify differentially expressed genes between different treatments, we used a rigorous algorithm as previously described (Audic and Claverie, 1997). The false discovery rate (FDR) was calculated to determine the threshold *p*-value in multiple tests. In this study, a threshold FDR ≤ 0.001 and an absolute value of Log_2_Ratio ≥ 1 were used to determine the significance of gene expression differences (Benjamini and Yekutieli, 2001). For depth analysis of differentially expressed genes, cluster analysis was performed using Cluster software and Java Treeview software. We then mapped, all differentially expressed genes to terms in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and the gene orthology (GO) database for annotation.

### Total RNA Extraction, cDNA Synthesis, and TcGPCR, TcBAG, and TcGUK Cloning

Total RNA was extracted from 300 adult (3–5 days old) *T. cinnabarinus* females. Extraction was performed as described in the above. Reverse transcription was performed with PrimeScript^®^ First Strand cDNA Synthesis Kit (Takara, Dalian, China). Synthesized cDNA was stored at -20°C. To obtain the full-length *TcGPCR*, *TcBAG*, and *TcGUK*, we designed and synthesized specific primers (Supplementary Table S1) based on complete genomic sequences from the sister species *T. urticae*^2^. Specific PCR reactions were performed in a C1000^TM^ Thermal Cycler (BIO-RAD, Hercules, CA, United States). PCR reactions were performed with a 25 μL reaction volume with 2.5 μL 10 × PCR buffer (Mg^2+^ free), 2.0 μL dNTPs (2.5 mM), 2.5 μL MgCl_2_ (25 mM), 1 μL cDNA templates, 1 μL of each primer (10 mM), 0.2 μL rTaq^TM^ polymerase (TaKaRa), and 14.8 μL double-distilled H_2_O (ddH_2_O). The PCR program was 94°C for 3 min, followed by 35 cycles of 94°C for 30 s, 48°C to 60°C (based on the primer annealing temperature) for 30 s, 72°C extension for 1 min to 2 min (based on the predicted length of the amplified products), and a final extension for 10 min at 72°C. The amplified PCR fragments were gel-purified using the Gel Extraction Mini Kit (Tiangen, Beijing, China), ligated into pMD^TM^ 19-T Vector (Takara, Dalian, China), and then transformed into *Escherichia coli* Trans5α-competent cells (Tiangen, Beijing, China). Recombinant plasmids were sequenced at the Beijing Genomics Institute (BGI, Beijing, China).

### Gene Characterization and Phylogenetic Analysis

The nucleotide sequences of *TcGPCR*, *TcBAG*, and *TcGUK* nucleotide sequences were edited with DNAMAN 5.2.2. The deduced amino acid sequences of the GPCR, BAG, and GUK genes were aligned with ClustalW program (Hill et al., 2004; Bansal et al., 2011). The molecular weight and isoelectric point (pI) of the proteins were calculated by ExPASy Proteomics Server^3^ (Bairoch, 1993). The signal peptide was predicted using SignalP 4.1^4^ (Bendtsen et al., 2004), and the transmembrane region was analyzed using the TMHMM Server (v.2.0)^5^ (Krogh et al., 2001). The *N*-glycosylation sites were predicted by the NetNGlyc 1.0 Server^6^ (Gupta et al., 1997). The phylogenetic tree was constructed with MEGA 5.0 via the neighbor-joining method with 1000 bootstrap replicates (Tamura et al., 2011).

### dsRNA Synthesis, dsRNA Feeding, and Knockdown *TcGPCR*, *TcBAG*, and *TcGUK* by RNAi

A set of T7 RNA polymerase promoter primers (Supplementary Table S1) were designed to amplify 160–600 bp lengths of the target genes to generate PCR products for *in vitro* transcription and dsRNA production (Supplementary Table S1). *TcGPCR*, *TcBAG*, *TcGUK* and the Green Fluorescent Protein (*GFP*) (ACY56286) gene were amplified by PCR. The PCR program was as described above. The recombinant plasmids were used as a template. The *GFP* gene was used as a negative control. The amplified segments were gel-purified and used in the TranscriptAid T7 High Yield Transcription Kit (Thermo Fisher Scientific, Lithuania, Europe). The dsRNAs were further purified with GeneJET RNA Purification Kit (Thermo Fisher Scientific, Lithuania, Europe). The size of the dsRNA products was determined by 1% agarose gel electrophoresis. The concentration of dsRNAs was determined with a spectrophotometer. dsRNAs were stored at -70°C. The systemic delivery of dsRNA via leaf-disk feeding was used to knock down *TcGPCR, TcBAG*, and *TcGUK* expressions, respectively. In brief, cowpea leaves were cut to a feeding arena (2.0 cm diameter) and dehydrated via incubation at 60°C for 3–5 min. Then, the leaves were treated with DEPC–water, dsRNA–*GFP*, or dsRNA–(*TcGPCR, TcBAG*, and *TcGUK*, respectively) (1000 ng/μL) for 3–4 h at room temperature. After complete absorption of the liquids, the leaves were placed on wet filter paper. Then, the leaf disks were placed on water-saturated sponges. Thirty female adults (3–5 days old and starved for 24 h) were placed on each dsRNA-permeated leaf disk. Then, the leaf disks were placed upside down on petri dishes (7 cm in diameter) to prevent mites from escaping. The dsRNA-treated leaf disks, which were infested by *T. cinnabarinus*, were placed under controlled growth conditions as described above. Finally, the mites were collected for subsequent experiments at 48 h post-feeding.

### Quantitative Real-Time PCR (qPCR)

To verify the differential expressions of some genes generated by the abovementioned parameters by qPCR, we randomly selected 15 genes from significantly differentially expressed genes. To detect *TcGPCR*, *TcBAG*, and *TcGUK* expressions throughout the different life stages of the mites, approximately 2000 eggs, 1500 larvae, 800 nymphs, and 200 adults were collected per sample with three replicates. To quantify *TcGPCR*, *TcBAG* and *TcGUK* expressions at 24 and 48 h, in response to different concentrations of scopoletin exposure, we collected 200 female adults per sample with three replicates. For examining the effect of scopoletin exposure on *TcGPCR*, *TcBAG*, and *TcGUK* expressions, female adults were treated with scopoletin, with 0.1% (v/v) Tween-80 and 3% (v/v) acetone as the surfactants. As in the slip-dip assay, the LC_10_, LC_30_, and LC_50_ of scopoletin corresponded to 0.099, 0.374, and 0.938 mg/mL, respectively. For the scopoletin exposure experiment, we adopted the leaf-disk dipping method described above and the detailed bioassay procedure that was described by Michel et al. (2010). Each experiment was replicated for a minimum of three times and used independent biological samples. For examining the effectiveness of RNAi, approximately 200 female adult mites were collected per sample at 48 h post-dsRNA feeding. Three replicated samples were prepared. The specific primers used for qPCR were designed by Primer 3.0^7^ (Supplementary Table S1; Misener and Krawetz, 2000). *RPS18* (FJ608659) was used as the stable reference gene for all qPCR assays (Supplementary Table S1; Sun et al., 2010). qPCR was conducted with a Mx3000P thermal cycler (Agilent Technologies, Inc., Wilmington, NC, United States) with 20 μL reaction mixtures that contained 1 μL cDNA template (200 ng/μL), 10 μL iQ^TM^ SYBR^®^ Green Supermix (BIO-RAD, Hercules, CA, United States), 1 μL of each gene-specific primer (0.2 mM), and 7 μL ddH_2_O. The optimized qPCR protocol used for amplification was 95°C for 2 min, followed by 40 cycles of denaturation at 95°C for 15 s, 60°C for 30 s, and elongation at 72°C for 30 s. Melt curve analyses (from 60 to 95°C) were included to ensure the consistency of the amplified products. The quantification of expression level was analyzed using the 2^-ΔΔ^*^Ct^* method (Livak and Schmittgen, 2001).

### Susceptibility Test of *T. cinnabarinus* to Scopoletin After RNAi of *TcGPCR, TcBAG*, and *TcGUK*

Lethal doses of scopoletin (LC_50_ of the scopoletin) were applied in the bioassays. We adopted the slip-dip method described above and the detailed bioassay procedure that was described by Ding et al. (2013). The LC_50_ values of scopoletin were used as diagnostic doses to compare the changes in susceptibility to acaricide in *T. cinnabarinus* at 48 h post-feeding of dsRNA- (*TcGPCR, TcBAG*, and *TcGUK*, respectively).

### Heterologous Expression and Functional Assay

To construct the plasmid for transient expression, the ORF of the *TcGPCR* was inserted into the expression vector pcDNA3.1(+) with the restriction enzyme BamHI and XbaI (TaKaRa). The sequences of the inserts were confirmed by sequencing (BGI) prior to heterologous expression. High-quality plasmid DNA prepared using the EndoFree Maxi Plasmid Kit (Tiangen) was employed for transient transfection. CHO-WTA11 cells supplemented with aequorin and Gα16 were used for heterologous expression. The cells were collected 30 h later and pre-incubated with the coelenterazine (Invitrogen) for the functional assay according to the published protocols (Aikins et al., 2008; Jiang et al., 2014). Luminescence caused by intracellular calcium mobilization was measured using a TriStar^2^ LB 942 Multimode Reader (Berthold Technologies, Bad Wildbad, Germany). Ten-fold serial dilutions of the scopoletion were used for the treatment of the cells. Based on luminescence values, a concentration-response curve of the receptor to the scopoletin was developed using logistic fitting in Origin 8.6 (OriginLab^8^). The experiments were conducted in three biological replicates.

### Statistical Analysis

The MFI of Fura-2/AM in Sf9 cells, the differences in the expression levels of *TcGPCR*, *TcBAG*, and *TcGUK* during four developmental stages, RNAi knockdown efficiencies, and mortality rates were analyzed by one-way analysis of variance (ANOVA), followed by Duncan’s multiple tests in SPSS (v.16.0, SPSS Inc., Chicago, IL, United States) at a alpha = 0.05.

## Results

### Analysis of Acaricidal Toxicity

Table 1 presents the median lethal concentration values (LC_50_) calculated for scopoletin against adult female *T. cinnabarinus*. The estimated LC_50_ values of scopoletin was 0.938 mg/mL. The LC_50_ of scopoletin indicated its potential as an acaricidal compound against *T. cinnabarinus*.

**Table 1:** Toxicity of scopoletin against adult females of *T. cinnabarinus* after 48 h exposure time.

Acaricide	N	LC_50_ (mg.mL-^1^)^a^ 95%CI^b^	Slope (±SE)	χ*^2^*^c^	*P*
scopoletin	540	0.938 (0.576∼2.292)	1.314 ± 0.15	6.321	0.097

*^a^LC_50_, median lethal concentration. ^b^CI^,^ 95% confidence interval. ^c^Chi-square testing linearity, P < 0.05.*

### Effects of Scopoletin on Intracellular Free Calcium [Ca^2+^]i Levels in Sf9 Cells

The images of Fura-2/AM staining of the Sf9 cells are shown in Figure 1. As a calcium indicator, the intensities of Fura-2/AM staining were used to determine the [Ca^2+^]i concentration. Treatment with scopoletin significantly elevated the [Ca^2+^]i levels in insect Sf9 cells in a concentration-dependent manner (Figure 1).

### RNA-Seq Data Analysis

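Female adult mites on cowpea leaves were exposed to scopoletin at 0.938 mg/mL, its LC50, or to the solvent alone, which was sterile distilled water with 0.1% Tween-80 and 3% acetone. Only mites alive after 24 or 48 h were collected, so the RNA came from survivors. The paper gives the mites' age as 3 to 5 days and the rearing temperature as 25 °C, whereas the sample labels give 2 days and 26 °C. Each replicate pooled 3 petri dishes with more than 200 mites per dish. The 4 combinations of treatment and time had 2 biological replicates each, which makes 8 libraries. The authors aligned the Ion Proton reads to the *T. urticae* genome with T-Map and deposited, for each gene of each library, an estimated number of reads and an RPKM value. A gene with no value in a library is missing from that library's list and was taken as 0. The RPKM values are the estimated reads divided by the gene length less 17 bp and by a number of reads that is constant within a library. For the comparisons between treatments, the estimated reads were rounded to whole reads, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test. All 8 libraries were in one fit of the 4 group means, over the 12329 genes with at least 10 reads in at least 2 libraries. A gene was called changed at a Benjamini-Hochberg adjusted p of 0.001 or less and an absolute log2 fold change of 1 or more, which are the thresholds of the paper. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the calls rest on the spread that edgeR's model estimates across genes. Between the 2 replicates of a group, the log2 normalized reads correlated across genes with Pearson's r from 0.981 to 0.985, with genes not being independent replicates. The differences between replicates were larger than counting error alone gives, with a chi-square per degree of freedom from 6.94 to 15.0.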

For investigating the transcriptional changes in *T. cinnabarinus* after scopoletin treatment, the purified mRNA from scopoletin- or solvent-treated mites were sequenced on the Proton platform. After the removal of duplicate sequences, adaptor sequences, and low-quality reads, 52,496,305 clean sequence reads were generated from scopoletin-treated mites, and 52,286,859 clean sequence reads were generated from solvent-treated mites (Supplementary Table S2). 

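In the deposited files, the estimated reads on genes summed to 31476584 over the 4 scopoletin libraries and to 33020337 over the 4 solvent libraries. The numbers of reads by which the RPKM values were divided summed to 47278000 and 49840000 reads, respectively. These sums were 90.1% and 95.3% of the clean reads that the paper reports for scopoletin- and solvent-treated mites.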

All sequencing data were submitted to the GEO web site^9^ with the accession number GSE92959. The whole genome sequence of *T. cinnabarinus* is still unavailable; therefore, the genomic information of the sister species *T. urticae* was used as the reference genome for map reading. More than 80% of these reads could be successfully mapped to the reference genome, indicating the overall good quality of RNA-seq, as well as the close genetic relationship between *T. cinnabarinus* and *T. urticae*. When the total read numbers approached 5 million per sample, sequencing saturation analysis showed that the number of detected genes tends to be saturated, and the amount of sequencing data can be determined to meet the requirements (Supplementary Figure S2). 

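The number of reads by which the RPKM values were divided ranged from 9811000 to 13050000 per library. Between 64.8% and 68.3% of it lay on listed genes. The estimated reads on genes were 8496172 and 8452421 in the solvent replicates at 24 h and 8526401 and 8491266 in the scopoletin replicates at 24 h. At 48 h, they were 8033325 and 8038419 in the solvent replicates and 7975011 and 6483906 in the scopoletin replicates. The 10 genes with the most reads took between 19.7% and 24.1% of the reads on genes in each library. Between 499 and 666 of the genes listed in a library had an estimate below 1 read, so the number of genes with a value above 0 includes genes near the smallest value the depth can show.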

Each of our libraries produced up to 10 million reads, indicating that the depth of sequencing was sufficient to cover most of the transcripts of this organism.

### Differential Gene Expression Between Scopoletin- and Solvent-Treated Mites

A total of 18,414 protein coding gene models in the *T. urticae* genome database (Grbiæ et al., 2011). 

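The number of genes listed with a value above 0 ranged from 14296 in solvent replicate 1 at 48 h to 14777 in solvent replicate 2 at 24 h. The scopoletin libraries lay between 14449 and 14764 genes. In all, 15812 genes were listed in at least 1 library and 13292 in all 8 libraries. With an RPKM of at least 0.1 required, the lowest number in a library was 13833 genes, and with an RPKM of at least 1 it was 11323 genes.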

More than 14,000 genes were detected for expression in each sample by mapping all clean reads to the reference genome (Supplementary Table S2). 

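At 24 h, 1 of the 12329 tested genes passed both thresholds, and 349 genes had an unadjusted p under 0.05. The gene was tetur03g00120, which the deposited files do not pair with a name. Its RPKM was 59.0 and 50.4 in the solvent replicates and 10.2 and 11.0 in the scopoletin replicates, a log2 fold change of -2.42 (standard error 0.15, adjusted p = 0.000905 from edgeR's quasi-likelihood test). At 48 h, 0 genes passed both thresholds, and 1099 genes had an unadjusted p under 0.05. Without any changed gene, evenly spread p-values would put a share of 0.05 of the tested genes under 0.05. The 349 genes at 24 h were a smaller share than this, so their number is no sign of a response. The 1099 genes at 48 h were a larger share. At an adjusted p of 0.05 or less with the same minimum fold change, 6 genes were called at 24 h and 7 at 48 h. With the replicate number as a block in the same fit, 0 genes passed both thresholds at 24 h and 0 at 48 h, with 332 and 1065 genes at an unadjusted p under 0.05. This pairing is taken from the sample labels. The deviations of same-numbered solvent and scopoletin libraries from their group means correlated across genes at -0.08 at 24 h and at -0.047 at 48 h. Among all alternatives, a rule of fold change alone moved the counts most. It called 209 genes at 24 h and 297 at 48 h with an absolute log2 ratio of RPKM of at least 1 in both same-numbered pairs, values of 0 set to 0.01 and a mean RPKM of at least 1 in one treatment. The test named in the methods of the paper, that of Audic and Claverie, was applied to the reads of the 2 replicates summed per group. At a Benjamini-Hochberg FDR of 0.001 or less and an absolute log2 ratio of 1 or more it called 126 genes at 24 h and 237 at 48 h. With the Benjamini-Yekutieli adjustment, whose source the methods of the paper cite and which was added after the data had been seen, it called 85 and 175 genes. It compares the summed libraries and takes no account of the spread between replicates.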

According to RPKM values, 70 and 102 genes were identified as significantly differentially expressed genes between scopoletin- and solvent-treated mites for 24 and 48 h, respectively (Supplementary Table S3, S4). 

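In edgeR's test, no gene passed both thresholds at both time points (0 genes), since none passed them at 48 h. There, 1099 genes had an unadjusted p under 0.05. At an adjusted p of 0.05 or less, 3 genes were shared by the 6 genes called at 24 h and the 7 called at 48 h, and all 3 fell at both time points (Fisher's exact test, one-sided, p = 2.24e-09 over the 12329 tested genes). The test takes genes as independent of each other, whereas 5 of the genes that fell over both time points varied together across the libraries (median correlation 0.957). Both contrasts also share each gene's estimated spread, so a gene with a small spread is favoured in both lists. DESeq2 called 5 genes past both thresholds at both time points, and all 5 fell. With the test of Audic and Claverie on summed reads, 28 genes were shared and 20 of these changed in the same direction. Whether the response differed between the time points was tested as the interaction of treatment and time. For this, 0 genes passed both thresholds, 0 genes had an adjusted p of 0.05 or less with the minimum fold change, and 589 genes had an unadjusted p under 0.05. These 589 genes were a smaller share than 0.05 of the tested genes. With the replicate block, 0 genes passed both thresholds for the interaction, with 574 genes at an unadjusted p under 0.05. DESeq2 called 1 gene for the interaction, guanylate kinase tetur07g05920, with the lower log2 fold change at 48 h, and limma on log2(RPKM + 1) called 1, alpha-D-phosphohexomutase tetur04g07080, with the higher one at 48 h. Averaged over both time points, 3 genes passed both thresholds and all of them fell, with 830 genes at an unadjusted p under 0.05. With the replicate block, 2 genes did.

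**Figure D1:**
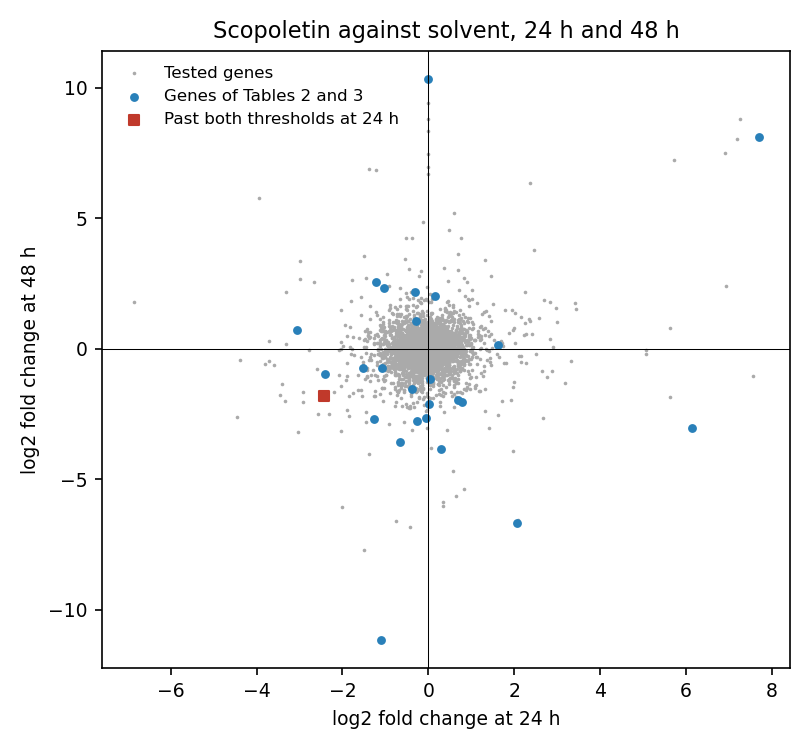
Log2 fold change of scopoletin against solvent for the 12329 tested genes, at 24 h on the horizontal axis and at 48 h on the vertical axis. Each grey point is a gene, blue points are genes of Tables 2 and 3, and the red square is tetur03g00120, which lies at -2.42 and -1.83. Among the genes of the tables, the values at 48 h reach from -11.16 to 10.34.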

Most genes were time-specific except for 18 genes that were shared by two time points, as found by comparing the differentially expressed genes at two time points (Figure 2A and Supplementary Table S4). 

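The only gene past both thresholds at 24 h fell, and 0 genes rose. At an adjusted p of 0.05 or less from edgeR's test, all 6 genes called at 24 h fell, while 2 rose and 5 fell at 48 h. DESeq2 called 9 genes at 24 h, which all fell, and 10 genes at 48 h, of which 2 rose and 8 fell. In both tests, 1 of the 2 genes that rose at 48 h was alpha-D-phosphohexomutase tetur04g07080. It is shorter than every gene listed in the solvent libraries. With the test of Audic and Claverie on summed reads, 53 genes rose and 73 fell at 24 h, and 101 rose and 136 fell at 48 h. With fold change alone in both same-numbered pairs, 115 genes rose and 94 fell at 24 h, and 145 rose and 152 fell at 48 h.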

Among the significantly differentially expressed genes, 41 genes were upregulated and 29 genes were downregulated by scopoletin treatment for 24 h, and 61 genes were upregulated and 41 genes were downregulated by scopoletin treatment for 48 h (Figure 2B). The log_2_ fold change was from -12.8 to 13.4. 

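Across the tested genes, edgeR's log2 fold changes ranged from -11.16 to 10.34, and both ends came from 48 h. The lowest belonged to guanylate kinase tetur07g05920 and the highest to alpha-D-phosphohexomutase tetur04g07080, each with an RPKM of 0 in both replicates of one treatment. Computed from the mean RPKM with values of 0 set to 0.01, their log2 ratios were -12.80 and 13.41. Alpha-D-phosphohexomutase is 135 bp long in the files. Its RPKM was 100.1 and 118.3 in the scopoletin replicates at 48 h and 0 in the other 6 libraries, and its log2 fold change had a standard error of 0.68 (adjusted p = 0.0115). DESeq2 and limma on log2(RPKM + 1) called it past both thresholds at 48 h, with 9.72 and 6.78. The shortest gene listed was 140, 141, 141 and 140 bp long in the solvent libraries, in the order of 24 h replicates 1 and 2 and 48 h replicates 1 and 2. In the scopoletin libraries, in the same order, it was 139, 136, 134 and 131 bp long, so that a gene of 135 bp was reached only by the lists of the 2 scopoletin libraries at 48 h. In all, 61 listed genes were shorter than 141 bp. Of these, 3 were listed in any solvent library and all 61 in at least 1 scopoletin library. At 48 h, 25 genes went from 0 in both solvent replicates to an RPKM of at least 1 in both scopoletin replicates, and 23 of these were shorter than 141 bp. In the opposite direction there were 7 genes.

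**Figure D2:**
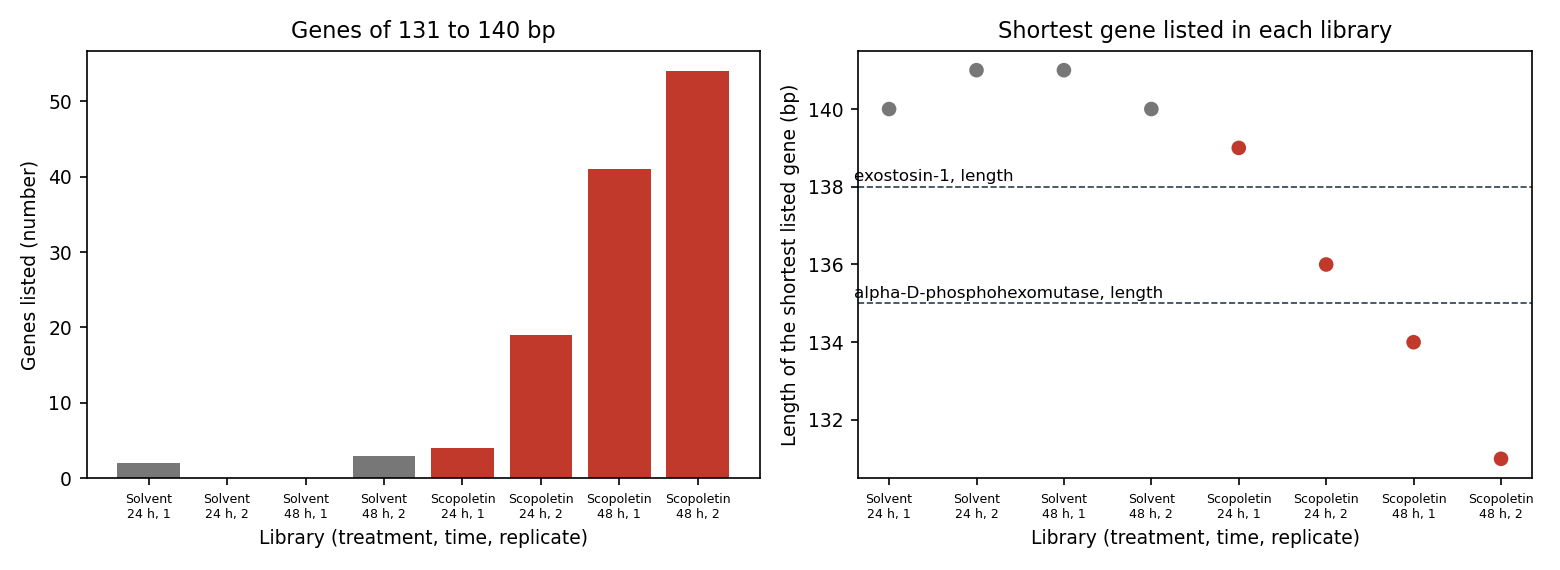
Genes of 131 to 140 bp listed in each of the 8 libraries (left, bars) and the length in bp of the shortest gene listed in each library (right, points), with solvent libraries in grey and scopoletin libraries in red. The solvent libraries list 2, 0, 0 and 3 such genes and the scopoletin libraries 4, 19, 41 and 54. The dashed lines mark the lengths of exostosin-1, 138 bp, and alpha-D-phosphohexomutase, 135 bp.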

At 24 and 48 h post-treatment, the number of upregulated significantly differentially expressed genes was consistently higher than that of downregulated genes. Moreover, the number of significantly differentially expressed genes in the treatment at 48 h was markedly higher than that at 24 h by scopoletin. This difference suggested that certain genes are regulated by scopoletin with the change in scopoletin treatment time and that the significantly differentially expressed genes may play a key role in the acaricidal mechanism of scopoletin against *T. cinnabarinus*.

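Past both thresholds, 1 gene was called at 24 h and 0 at 48 h, while 349 genes at 24 h and 1099 genes at 48 h had an unadjusted p under 0.05 in edgeR's test. Of these counts, that at 24 h was below a share of 0.05 of the tested genes and that at 48 h above it. With the test of Audic and Claverie on summed reads, there were 126 genes at 24 h and 237 at 48 h. Between 24 and 48 h, the solvent-treated mites themselves had 0 genes past both thresholds in edgeR's test and 1383 genes at an unadjusted p under 0.05. At an adjusted p of 0.05 or less with the minimum fold change, there were 12 genes, of which 8 rose. For this change, DESeq2 called 28 genes past both thresholds, of which 22 rose and 6 fell. For scopoletin against solvent, it called 9 genes at 24 h and 10 at 48 h. From the larger number of differentially expressed genes at 48 h, the paper proposes that scopoletin regulates certain genes according to the time of treatment, and that the differentially expressed genes may have a key role in its acaricidal mechanism.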

**FIGURE 2:**
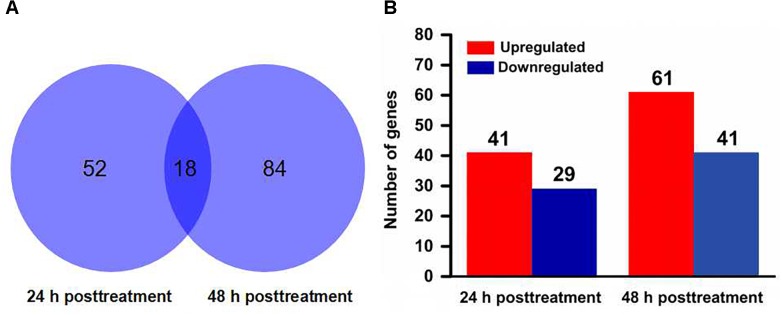
Distribution of differentially expressed genes in *Tetranychus cinnabarinus* in response to scopoletin. **(A)** Venn diagram showing the total number of differentially expressed genes at 24 and 48 h posttreatment, and the number of overlapped genes between two time points. **(B)** The number of up-regulated and down-regulated genes at 24 and 48 h after scopoletin treatment.

### GO Enrichment and KEGG Pathway Analysis of Differentially Expressed Genes

To understand the molecular function of genes involved in the response of *T. cinnabarinus* to scopoletin treatment, we used GO database assignments to classify the functions of the predicted genes by mapping all the differentially expressed genes to terms into the GO database and comparing them with the whole reference genome background (Figure 3). Based on three GO classes, namely, biological processes, cellular components, and molecular functions, the differentially expressed genes from 24 h post-treatment were categorized into 31 GO subgroups (Figure 3A) and differentially expressed genes from 48 h post-treatment were categorized into 29 GO subgroups (Figure 3B). In the biological processes category, the “cellular processes” category was prevalent, followed by “metabolic process” throughout the GO classification. At 24 h post-treatment, one enriched term (mitotic nuclear division) presented a proportion of 50%. At 48 h post-treatment, three enriched terms, including ion binding (33.3%), regulation of signal transduction (25%), and nervous system development (25%), were observed. In the cellular components category, the most highly represented subgroups were “cell” and “cell part.” In the molecular functions classification, the major subgroups were “catalytic activity” and “binding.” Interestingly, the major categorized subgroups were relatively similar for 24 and 48 h post-treatment, thereby indicating a similar response pattern of mites toward scopoletin treatment at different time points.

**FIGURE 3:**
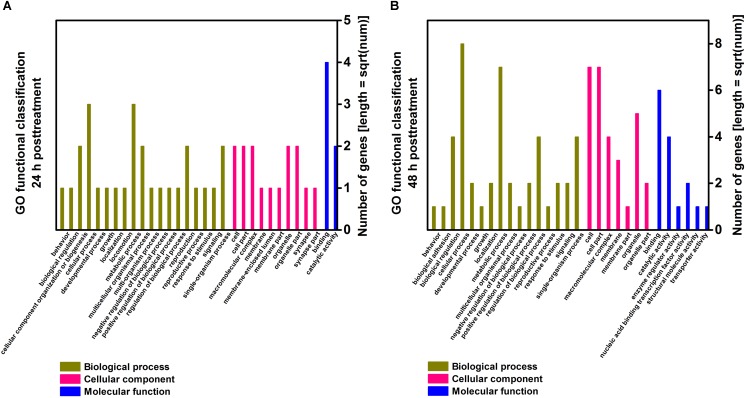
Gene ontology (GO) enrichment analysis of differentially expressed genes in *T. cinnabarinus* after scopoletin or solvent treatment. **(A)** Functional categories of differentially expressed genes at 24 h posttreatment. **(B)** Functional categories of differentially expressed genes at 48 h posttreatment. Three main categories, biological process, cellular component and molecular function, are summarized.

To annotate the differentially expressed genes, we aligned the genes into the KEGG database for functional prediction and classification (Figure 4). Among the top 20 pathways at 24 and 48 h post-treatment, “protein processing in endoplasmic reticulum” represented the major biochemical pathway (Figure 4). Pathways, such as phosphatidylinositol signaling system, spliceosome, and gastric acid secretion, were significantly enriched at 24 h post-treatment (Figure 4A), whereas calcium signaling pathway, MAPK signaling pathway, and fat digestion and absorption were well represented at 48 h post-treatment (Figure 4B).

**FIGURE 4:**
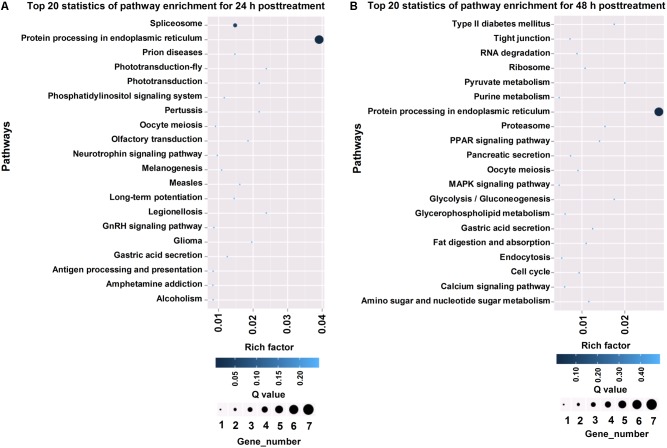
KEGG pathway analysis of differentially expressed genes in *T. cinnabarinus* in response to scpoletin. **(A)** Top 20 enriched KEGG pathways of differentially expressed genes at 24 h posttreatment. **(B)** Top 20 enriched KEGG pathways of differentially expressed genes at 48 h posttreatment. Rich factor is defined by the ratio of the number of differentially expressed genes enriched in the pathway and the number of all genes enriched in the same pathway.

### Identification of Candidate Genes Involved in Mite Detoxification and Acaricidal Mechanism

On the basis of the previous analysis on differentially expressed genes, we manually selected candidate genes associated with mite detoxification and acaricidal mechanism, such as cell proliferation, substance transportation, cell apoptosis, detoxification, and metabolism (Tables 2, 3). 

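Table 2 lists 9 genes at 24 h and Table 3 lists 22 genes at 48 h. None of these 9 genes passed both thresholds at 24 h (0 genes), 1 had an adjusted p of 0.05 or less and 7 had an unadjusted p under 0.05 in edgeR's test. In 8 of the 9, both scopoletin replicates lay on the same side of both solvent replicates. Of the 22 genes at 48 h, 20 had enough reads to be tested. Of these, 0 passed both thresholds, 2 had an adjusted p of 0.05 or less and 17 had an unadjusted p under 0.05. In 16 of the 22, the scopoletin replicates lay apart from the solvent replicates. Every tested gene had the sign that the tables give. The adjusted p ranged from 0.0186 to 1 at 24 h and from 0.0115 to 0.611 at 48 h. The test of Audic and Claverie on summed reads called 8 of the 9 genes and all 22, and when it was required in each same-numbered pair it called 4 and 9. DESeq2 called 3 of the genes at 24 h and 2 at 48 h. The shortest genes are exostosin-1 in Table 2 and Table 3 and alpha-D-phosphohexomutase in Table 3, both under 141 bp.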

The gene products of these candidates could be classified into several categories, such as signal transduction protein, apoptosis protein, energy metabolism protein, and channel protein, according to their biological functions. 

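Guanylate kinase tetur07g05920, 336 bp long in the files, had an RPKM of 78.6 and 63.9 in the solvent replicates at 48 h and 0 in both scopoletin replicates. Its log2 fold change at 48 h was -11.16 (standard error 1.04, adjusted p = 0.0115 from edgeR's quasi-likelihood test). At 24 h, its RPKM was 58.1 and 35.5 with the solvent and 32.6 and 13.0 with scopoletin, a log2 fold change of -1.11 (standard error 0.39, adjusted p = 1). The G-protein coupled neuropeptide receptor tetur02g03830 had an RPKM of 2.47 and 3.67 in the solvent replicates at 48 h and of 4.71 and 31.8 in the scopoletin replicates. The log2 fold change was 2.57 (standard error 0.93, adjusted p = 0.483), and the 2 scopoletin replicates differed from each other by a ratio of 6.75. Glycerol-3-phosphate dehydrogenase tetur23g01300 had an RPKM of 16.3 and 3.64 with the solvent and of 2.55 and 2.51 with scopoletin at 48 h. This gave a log2 fold change of -1.96 (standard error 0.67, adjusted p = 0.464), and without solvent replicate 1 at 48 h it was -0.43. With the replicate block, the log2 fold changes of guanylate kinase, the receptor and the dehydrogenase at 48 h were -11.23, 2.18 and -1.78. For each of the 3 genes, the 2 scopoletin replicates at 48 h lay on one side of the 2 solvent replicates, but only for guanylate kinase was the difference of the means larger than the distance between the replicates of each treatment.

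**Figure D3:**
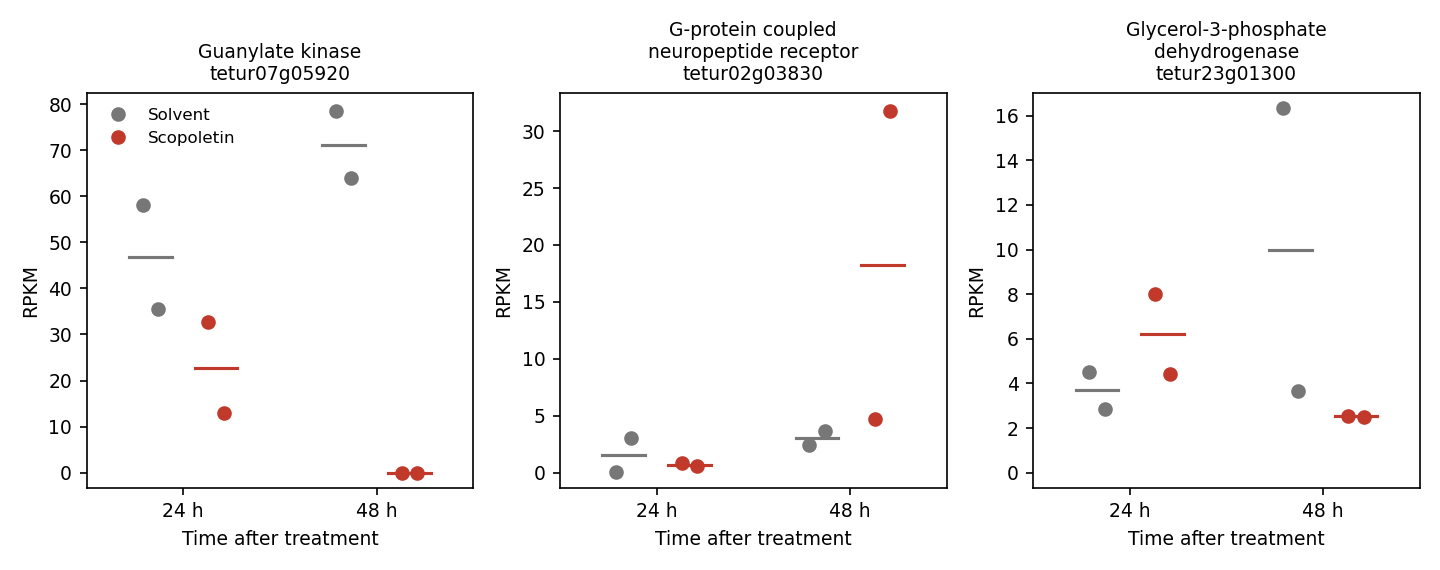
RPKM of guanylate kinase, the G-protein coupled neuropeptide receptor and glycerol-3-phosphate dehydrogenase in each library at 24 and 48 h. Points are single libraries, grey for solvent and red for scopoletin, and bars are the mean of the 2 replicates. At 48 h, guanylate kinase was 0 in both scopoletin libraries, and the receptor was 4.71 in one scopoletin library and 31.8 in the other.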

Genes involved in signal transduction were guanylate kinase, G-protein coupled neuropeptide receptor, and glycerol-3-phosphate dehydrogenase. 

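The Bcl-2 protein gene tetur32g01740 had an RPKM of 6.72 and 10.3 in the solvent replicates at 24 h and of 1.88 and 1.49 in the scopoletin replicates. This is a log2 fold change of -2.41 (standard error 0.27, adjusted p = 0.0186 from edgeR's quasi-likelihood test), and DESeq2 called it past both thresholds with -2.41. The senescence-associated protein gene tetur06g00140, 153 bp long, had an RPKM of 229 and 257 with the solvent at 24 h. Its scopoletin replicates at 24 h were 195 and 19.8, which gave a log2 fold change of -1.26 (standard error 0.92, adjusted p = 1). Without scopoletin replicate 1 at 24 h the log2 fold change was -3.63, and without replicate 2 it was -0.41. At 48 h, its RPKM was 338 and 195 with the solvent and 77.1 and 0 with scopoletin, and the log2 fold change was -2.70 (standard error 1.04, adjusted p = 0.517). Without scopoletin replicate 1 at 48 h it was -11.85, and without replicate 2 it was -1.77. The RAB5-interacting protein gene tetur21g00510 had an RPKM of 7.92 and 24.9 with the solvent at 24 h and of 40.6 and 64.5 with scopoletin, a log2 fold change of 1.62 (standard error 0.59, adjusted p = 1). At 48 h, its log2 fold change was 0.14 (standard error 0.65, adjusted p = 0.965).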

We identified senescence-associated protein, Bcl-2 protein, RAB5-interacting protein as cell apoptosis-related products. Moreover, C4-dicarboxylate-binding protein was detected as an energy metabolism-related protein. Among the selected candidate genes, genes associated with signal transduction and cell apoptosis were dominant. 

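The C4-dicarboxylate-binding protein gene tetur02g02050, 173 bp long in the files, had between 0 and 20.9 estimated reads per library. Its RPKM at 24 h was 0 and 3.59 with the solvent and 10.2 and 5.71 with scopoletin, a log2 fold change of 2.07 (standard error 1.10, adjusted p = 1 from edgeR's quasi-likelihood test). At 48 h, it was 2.27 and 11.0 with the solvent and 0 in both scopoletin replicates, a log2 fold change of -6.69 (standard error 2.12, adjusted p = 0.445). The difference between the 2 responses, tested as the interaction, was -8.76 on the log2 scale (standard error 2.40, adjusted p = 0.975). With so few reads, a value of 0 in a library is not told apart from a low value by counting alone. The lipase gene tetur11g05740 had fold changes of the opposite signs. Its RPKM at 24 h was 6.61 and 16.6 with the solvent and 1.23 and 1.61 with scopoletin, a log2 fold change of -3.07 (standard error 0.56, adjusted p = 0.272), and DESeq2 called it past both thresholds at 24 h with -3.08. At 48 h, it was 6.95 and 7.98 with the solvent and 16.0 and 8.07 with scopoletin, a log2 fold change of 0.72 (standard error 0.46, adjusted p = 0.691). Its interaction was 3.78 (standard error 0.73, adjusted p = 0.708).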

Interestingly, several candidates, such as the C4-dicarboxylate-binding protein, were upregulated at 24 h post-treatment and downregulated at 48 h post-treatment. However, except for its acaricidal activity, scopoletin is widely used as a medicine for human beings. Surprisingly, genes with similar functional annotations to the targets of scopoletin were found in our study. 

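Averaged over 24 and 48 h in edgeR's fit, the Bcl-2 protein gene tetur32g01740 had a log2 fold change of -1.69 (standard error 0.19, adjusted p = 0.0129) and guanylate kinase tetur07g05920 one of -6.13 (standard error 0.59, adjusted p = 0.0104). The latter averages -1.11 at 24 h and -11.16 at 48 h, where both scopoletin libraries held 0 reads. Its size thus depends on how values of 0 are handled, which the standard error does not cover. At 48 h, limma on log2(RPKM + 1) gave -6.17. The RAB5-interacting protein gene tetur21g00510 had a log2 fold change of 0.88 over both time points (standard error 0.44, adjusted p = 0.761). For the first 2 genes, all scopoletin libraries lay below the solvent libraries at each time point. For the RAB5-interacting protein, the treatments lay apart at 24 h and overlapped at 48 h.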

For example, Bcl-2 protein, GUK, and RAB5-interacting protein were differentially expressed in mites treated with scopoletin.

**Table 2:** Selected genes involved in mite detoxification and acaricide metabolism at 24 h posttreatment.

Gene ID	Description	RPKM		Log_2_ fold change
		CK	Scopoletin	
tetur11g05740	Lipase	11.6255	1.4205	-3.03
tetur32g01740	Bcl-2 protein	8.4983	1.6847	-2.33
tetur03g04050	Thioredoxin-like protein 4A	15.6866	5.7149	-1.46
tetur06g00140	Senescence-associated protein	242.9565	107.2315	-1.18
tetur07g05920	Guanylate kinase	46.8228	22.8164	-1.04
tetur11g01680	Heat shock protein 70	128.5005	63.8484	-1.01
tetur21g00510	RAB5-interacting protein	16.3942	52.5307	1.68
tetur02g02050	C4-dicarboxylate-binding protein	1.7990	7.9400	2.14
tetur01g05810	Exostosin-1	0.0100	18.0346	10.82

**Table 3:** Selected genes involved in mite detoxification and acaricide metabolism at 48 h posttreatment.

Gene ID	Description	RPKM		Log_2_ fold change
		CK	Scopoletin	
tetur07g05920	Guanylate kinase	71.2255	0.0100	-12.80
tetur02g02050	C4-dicarboxylate-binding protein	6.6234	0.0100	-9.37
tetur201g00020	Prohibitin 2	8.6853	0.5558	-3.97
tetur08g07000	AMP-dependent synthetase and ligase	9.9772	0.8585	-3.54
tetur02g05380	Scaffold protein	9.1194	0.8489	-3.43
tetur02g02600	26S protease regulatory subunit 6A	13.2758	1.6563	-3.00
tetur05g04350	Glycosyltransferase subunit 4	32.6193	4.6704	-2.80
tetur06g00140	Senescence-associated protein	266.4575	38.5752	-2.79
tetur651g00010	Ribosomal protein S12	21.0008	4.4955	-2.22
tetur39g00730	Vitellogenin1	17.4034	4.1871	-2.06
tetur23g01300	Glycerol-3-phosphate dehydrogenase	9.9892	2.5329	-1.98
tetur02g12070	Tanscription factor SOX-2	17.6862	6.0849	-1.54
tetur15g01820	DM DNA binding domain	29.7538	12.7198	-1.23
tetur11g01430	Similar to Negative elongation factor E CG5994-PA	45.0860	94.5915	1.07
tetur01g05420	BmGATA-beta:Transcription factor BCFI	3.9215	15.9409	2.02
tetur12g04490	DEAD-box ATP dependent DNA helicase	2.5244	11.3534	2.17
tetur08g06300	ADP-ribosylation factor-like protein 6	6.2265	30.8088	2.31
tetur02g03830	G-protein coupled neuropeptide receptor	3.0684	18.2442	2.57
tetur21g01620	Similar to GA21569-PA	0.1296	6.2176	5.58
tetur17g02410	ADP-ribosylation factor	0.0914	4.5619	5.64
tetur01g05810	Exostosin-1	0.0100	22.5082	11.14
tetur04g07080	Alpha-D-phosphohexomutase	0.0100	109.2025	13.41

### Validation of RNA-Seq Data by RT-qPCR

To confirm the RNA-seq results, we selected 5 upregulated genes and 10 downregulated genes from the differentially expressed genes involved in mite detoxification and acaricide mechanism either at 24 or 48 h post-treatment. These genes were used for quantitative reverse transcription PCR (RT-qPCR) analysis. The results of RT-qPCR showed that all tested genes presented a similar differential expression trend compared with the RNA-seq data (Figure 5). For example, the ADP-ribosylation factor tetur17g02410 and the exostosin-1 tetur01g05810 were upregulated by 5.6 and 10.8 log_2_ fold changes, respectively, in the RNA-seq and by 2.9 and 3.2 log_2_ fold changes, respectively, in RT-qPCR. Moreover, the results of RT-qPCR showed that the log_2_ fold change of the tested genes did not perfectly match that in the RNA-seq possibly because of calculation and sequencing bias. However, the RT-qPCR results almost validated the upregulation and downregulation directions obtained from RNA-seq results.

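The ADP-ribosylation factor tetur17g02410 had an RPKM of 0 and 0.173 in the solvent replicates at 48 h and of 0.141 and 8.98 in the scopoletin replicates. The rise thus came from scopoletin replicate 2, which held 44.2 estimated reads against 0.9 in replicate 1, and the gene had fewer than 10 reads in every other library and was not tested. The log2 ratio of its mean RPKM, with values of 0 set to 0.01, was 5.64. Exostosin-1 tetur01g05810 is 138 bp long in the files and had an RPKM of 0 in all 4 solvent libraries. At 24 h, its RPKM was 0 in scopoletin replicate 1 and 36.1 in replicate 2, and the log2 fold change was 7.69 (standard error 2.67, adjusted p = 1 from edgeR's quasi-likelihood test). Without scopoletin replicate 2 at 24 h it was 0. The log2 ratio of its mean RPKM at 24 h, with values of 0 set to 0.01, was 10.82. The shortest gene listed was at least 139 bp long in the 4 solvent libraries and in scopoletin replicate 1 at 24 h, and at most 136 bp long in the other 3 scopoletin libraries.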

**FIGURE 5:**
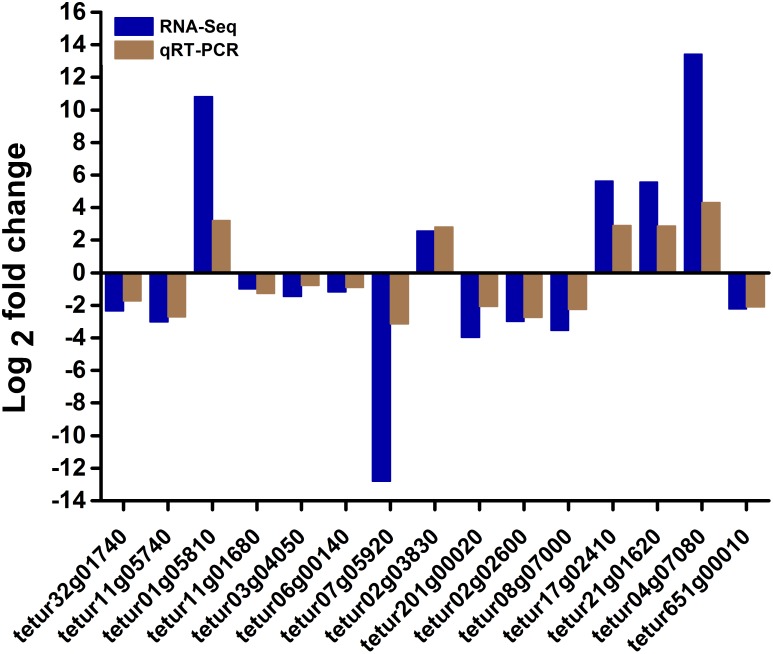
RT-qPCR validation of some differentially expressed genes in RNA-seq. The relative expression levels of fifteen differentially expressed genes in scopoletin- or solvent-treated *T. cinnabarinus* were determined by RT-qPCR. *RPS18* was used as the reference gene to normalize the gene expression using the ΔΔCq method. The y-axis indicates the log_2_ fold change of each gene in RT-qPCR and RNA-seq.

### cDNA Cloning and Characterization of *TcGPCR, TcBAG*, and *TcGUK*

The deduced amino acid sequences and full-length cDNAs of *TcGPCR, TcGUK*, and *TcBAG*, which contained open reading frames (ORFs), were deposited in GenBank under the following accession numbers: KY660538 (*TcGPCR*), KY660539 (*TcBAG*), and KY660540 (*TcGUK*). Supplementary Table S5 presents the lengths of the deduced amino acid sequences, predicted protein molecular weights, and theoretical isoelectric points. *TcGPCR* was predicted to possess seven transmembrane (TM) helices, as shown in Figure 6. These regions were reported as rhodopsin-like GPCR (GPCRA) common structure frameworks (Monaci et al., 1990). The GPCRA represents a widespread protein family that includes hormones, neurotransmitters, and light receptors involved in signal transmission (Casey and Gilman, 1988). *TcBAG* was predicted to include a BAG domain that has anti-apoptotic activity and increases the anti-cell death function of Bcl-2 induced by various stimuli (Figure 6; Doong et al., 2002). *TcGUK* is predicted to possess a guanylate kinase-like domain (GK) whose function is to mediate the interaction of protein molecules, which is related to cell adhesion and orientation of mitotic spindle (Figure 6; Momand et al., 2000; Von et al., 2003; Yang et al., 2004).

**FIGURE 6:**
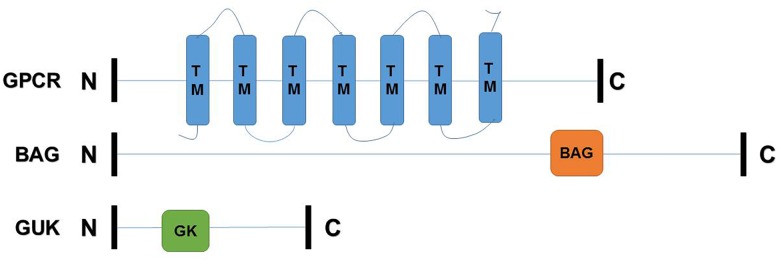
Schematic drawing of *TcGPCR, TcBAG, TcGUK*. C, C-terminal region; N, N-terminal region; TM, transmembrane helices; BAG, BAG domain; GK, guanylate kinase-like domain.

### Phylogenetic Analysis of *TcGPCR*, *TcBAG*, and *TcGUK*

Phylogenetic analysis was performed by MEGA 5.0 with the maximum-likelihood method on the basis of the deduced amino acid sequences of *TcGPCR*, *TcBAG*, and *TcGUK*, as well as other known GPCR, BAG, and GUK proteins, including orthologs from arachnids and insects. All GPCR, BAG, and GUK sequences, which possess complete ORFs, were obtained from the *T. urticae* genome and the National Center for Biotechnology Information (Bethesda, MD)^10^ (Supplementary Table S6). The result showed that *TcGPCR*, *TcBAG*, and *TcGUK* share the highest sequence similarity with the GPCR, BAG, and GUK of *T. urticae* (*TuGPCR*, *TuBAG*, and *TuGUK*), respectively (Figure 7), suggesting evolutionary relatedness and possibly similar physiological functions that exist between *TcGPCR* and *TuGPCR*, between *TcBAG* and *TuBAG*, and between *TcGUK* and *TuGUK*.

**FIGURE 7:**
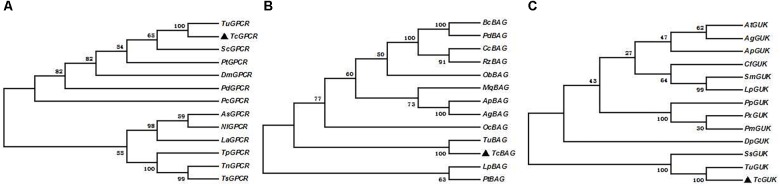
Phylogenic analysis of *TcGPCRs, TcBAGs* and *TcGUKs*, respectively. Maximum likelihood tree constructed by MEGA 5.0. Phylogeny testing was conducted via the bootstrap method with 1000 replications. **A**, **B**, and **C** were *TcGPCRs, TcBAGs*, and *TcGUKs*, respectively.

### Expression Patterns of *TcGPCR, TcBAG*, and *TcGUK* in Different Developmental Stages and Scopoletin Treatment

The expression levels of *TcGPCR*, *TcBAG*, and *TcGUK* genes during different developmental stages (egg, larva, nymph, and female adult) and upon acaricide treatment were evaluated via qPCR. The results showed that the calcium channel-related genes (*TcGPCR*, *TcBAG*, and *TcGUK*) were expressed throughout all life stages, which suggested that *TcGPCR*, *TcBAG*, and *TcGUK* are involved in biological processes throughout developmental and growth stages. Specifically, the calcium channel-related genes (*TcGPCR*, *TcBAG*, and *TcGUK*) were significantly highly expressed during the larval and nymphal stages compared with other developmental stages (Figure 8). The mRNA expression levels of *TcGPCR*, *TcBAG*, and *TcGUK* in larva and nymph were approximately 139-, 147-, and 5-fold higher than those in eggs and adults, respectively (Figure 8).

**FIGURE 8:**
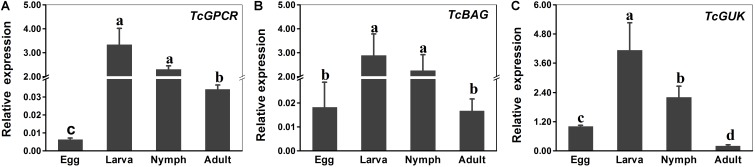
RT-qPCR evaluation of the developmentally specific expression patterns of GPCR, BAG and GUK genes in *T. cinnabarinus*, respectively. **(A)** RT-qPCR analysis of *TcGPCR* expression in different life stages. **(B)** RT-qPCR analysis of *TcBAG* expression in different life stages. **(C)** RT-qPCR analysis of *TcGUK* expression in different life stages. The following life stages were analyzed: egg, larvae, nymph, and adult. Error bars represent the standard error of the calculated mean based on three biological replicates. Different letters on the error bars indicate significant difference according to Duncan’s multiple tests (alpha = 0.05). i.e., No statistical difference between “a” and “a”; significant difference among “a,” “b,” “c,” and “d.” *RPS18* was used as the reference gene.

The results of the scopoletin treatment experiment showed that, compared with the control, the BAG (at 24 h post-treatment) and GUK (at 24 and 48 h post-treatment) genes were downregulated, and the GPCR gene (at 48 h post-treatment) was upregulated (Figure 9). Statistical analysis suggested that, compared with the control (CK), at LC_50_, LC_30_, and LC_10_ doses of scopoletin, the relative expression levels of *TcBAG* were 3.4-, 2.5-, and 2.0-fold lower at 24 h post treatment; the relative expression levels of *TcGUK* were 1.8-, 1.3-, and 2.4-fold lower at 24 h post-treatment and were 8.9-, 6.4-, and 5.1-fold lower at 48 h post-treatment; and the relative expression levels of *TcGPCR* were 7.1-, 1.7-, and 1.1-fold higher at 48 h post-treatment, respectively. However, the relative expression levels of *TcGPCR* after 24 h of scopoletin treatment and *TcBAG* after 48 h of scopoletin treatment were not significantly different compared with the control at three different concentrations.

**FIGURE 9:**
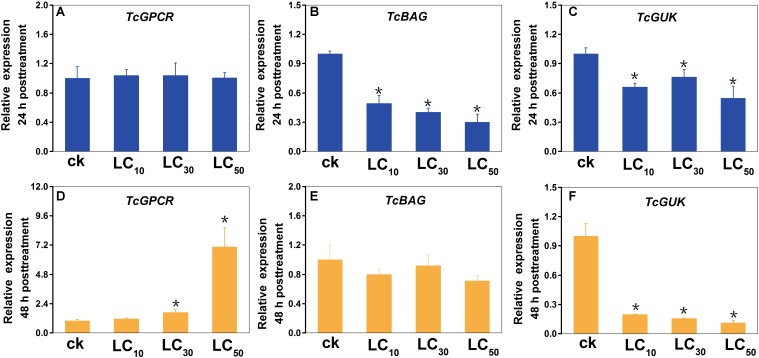
Expression profiles of *TcGPCR, TcBAG*, and *TcGUK* transcripts after scopoletin treatment for 24 h and 48 h at three different concentrations, respectively. Relative expression of the *TcGPCR* **(A,D)**, *TcBAG* **(B,E)** and *TcGUK* **(C,F)** of *T. cinnabarinus* exposed to 0.099, 0.374, and 0.938 mg/L scopoletin (LC_10_, LC_30,_ and LC_50_) in 0.1% (v/v) Tween-80 and 3% (v/v) acetone at the adult stage for 24 and 48 h using a slip-dip bioassay were analyzed using RT-qPCR, respectively. Error bars represent the standard error of the calculated mean based on three biological replicates. Water containing 0.1% (v/v) Tween-80 and 3% (v/v) acetone was used as the control treatment (CK). An asterisk (^∗^) on the error bar indicates a significant difference between the treatment and group (CK) according to *t*-tests, ^∗^*p* < 0.05. *RPS18* was used as the reference gene.

### RNAi via dsRNA Knockdown

For investigating the transcript knockdown efficiency of the calcium channel-related genes (*TcGPCR*, *TcBAG*, and *TcGUK*) expression, relative mRNA expression levels were measured via qPCR at 48 h post-dsRNA feeding. The results showed that the transcript levels of *TcGPCR*, *TcBAG*, and *TcGUK* significantly decreased to 38.63, 43.12, and 40.13% after feeding of dsRNA*-TcGPCR*, dsRNA*-TcBAG*, and dsRNA*-TcGUK* compared with feeding of DEPC–water or dsRNA-*GFP*, respectively (Figure 10). No significant transcript efficiency difference exists between the two controls (water and dsGFP) (Figure 10). These results revealed that the *TcGPCR*, *TcBAG*, and *TcGUK* transcripts were successfully knocked down by RNAi in *T. cinnabarinus*.

**FIGURE 10:**
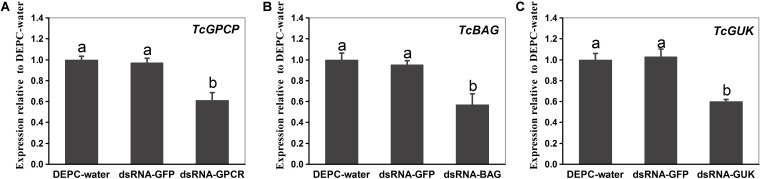
Quantitative PCR expression analysis of *TcGPCR, TcBAG*, and *TcGUK* after RNAi at 48 h post-dsRNA feeding, relative to expression levels after DEPC-water treatment, respectively. **(A)** Expression levels of *TcGPCR*. **(B)** Expression levels of *TcBAG*. **(C)** Expression levels of *TcGUK*. Different letters on the error bars indicate significant difference according to Duncan’s multiple tests (alpha = 0.05). i.e., No statistical difference between “a” and “a”; significant difference between “a” and “b.”

### Susceptibility Test of *T. cinnabarinus* to Scopoletin After RNAi of *TcGPCR*, *TcBAG*, and *TcGUK*

The susceptibilities to scopoletin at 48 h after feeding (dsRNA*-TcGPCR*, dsRNA*-TcBAG*, and dsRNA*-TcGUK*) feeding were detected by slip-dip method. When the *TcGPCR*, *TcBAG* and *TcGUK* in the LC_50_ assays of scopoletin were knocked down by RNAi in *T. cinnabarinus*, mortality significantly decreased to 16.40% and significantly increased to 16.98, and 25.23% in mites fed with dsRNA*-TcGPCR*, dsRNA*-TcBAG*, and dsRNA*-TcGUK* compared with mites treated with DEPC–water, respectively (Figure 11). No significant mortality difference existed between DEPC–water and dsRNA-*GFP* (Figure 11). These results demonstrated that the RNAi of *TcGPCR* reduces the susceptibility of *T. cinnabarinus* to scopoletin and the RNAi of *TcBAG* and *TcGUK* enhences the susceptibility of *T. cinnabarinus* to scopoletin.

**FIGURE 11:**
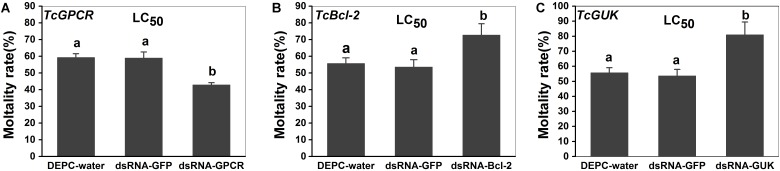
Knockdown of *TcGPCR* expression reduced susceptibility to scopoletin, and knockdown of *TcBAG* and *TcGUK* expression increased susceptibility to scopoletin in mites, respectively. **(A)** Mortality of *TcGPCR*-silenced *T. cinnabarinus* to scopoletin at LC_50_. **(B)** Mortality of *TcBAG*-silenced *T. cinnabarinus* to scopoletin at LC_50_. **(C)** Mortality of *TcGUK*-silenced *T. cinnabarinus* to scopoletin at LC_50_. Error bars represent the standard error of the calculated mean based on three biological replicates. Different letters on the error bars indicate significant difference according to Duncan’s multiple tests (alpha = 0.05). i.e., No statistical difference between “a” and “a”; significant difference between “a” and “b.”

### Functional Assay

To confirm that scopoletin induced an increase in intracellular free calcium [Ca^2+^]i levels by activating *TcGPCR*, we performed a cell-based assay with intracellular calcium mobilization in CHO cells. The results showed that a significant increase in intracellular calcium level in CHO cells expressing *TcGPCR* was induced by scopoletin in a concentration-dependent manner with a very low 50% effective concentration (EC_50_) value of 0.28 μM (Figure 12).

**FIGURE 12:**
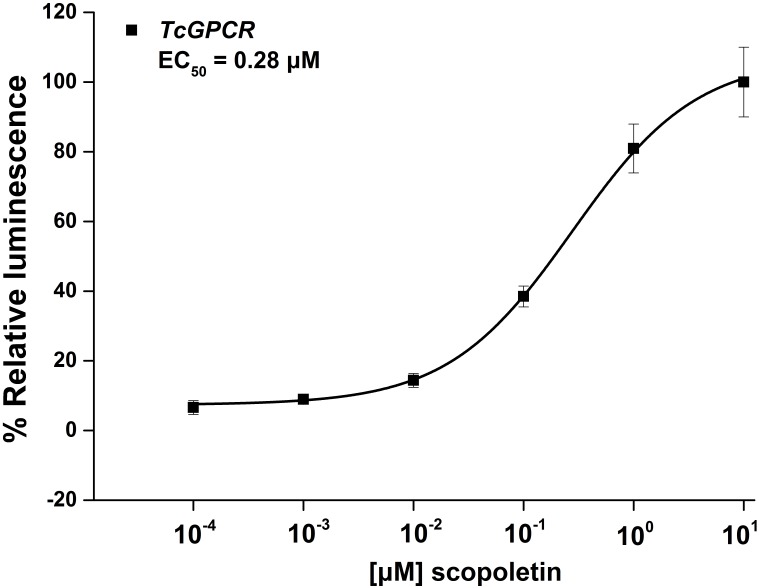
Relative activity of Chinese hamster ovary cells transfected with *T. cinnabarinus* G-protein-coupled neuropeptide receptor (GPCR) and activated with scopoletin. Concentration-response curves for luminescence induced by scopoletin. Results are means ± SD (*n* = 3).

## Discussion

In this study, the effect of scopoletin on intracellular free calcium [Ca^2+^]i levels in insect Sf9 cells was investigated. We found that a significant increase in intracellular calcium level in insect Sf9 cells was induced by scopoletin in a concentration-dependent manner, indicating that the mode of action of scopoletin in insects was by inducing intracellular calcium overload. Meanwhile, the combination of Ca^2+^ and scopoletin can significantly improve its acaricidal activity (Hou et al., 2015), suggesting that the acaricidal mechanism of scopoletin involves calcium overload. As an important phenolic phytoalexin in plants, scopoletin presents numerous pharmacological activities, such as antitumor activity. Scopoletin also exerts its effect on inducing apoptosis of tumor cells by increasing intracellular calcium concentration (Manuele et al., 2006; Happi et al., 2012).

Thus, to search for candidate target genes of scopoletin inducing calcium overload in *T. cinnabarinus*, we applied transcriptomics on *T. cinnabarinus* treated with scopoletin or the solvent. A total of 52,496,305 and 52,286,859 reads were obtained from *T. cinnabarinus* treated with scopoletin or solvent at 24 and 48 h post-treatment, respectively. The obtained reads were mapped to the genome of *T. urticae* Koch, a sister species of *T. cinnabarinus* (Ueckermann et al., 2013). More than 80% of the reads were successfully mapped to the reference genome, thereby providing good mapping results for downstream analysis. We identified 70 and 102 differentially expressed genes upon scopoletin treatment at 24 and 48 h post-treatment, respectively. The number of upregulated genes was markedly higher than that of downregulated genes at 24 and 48 h post-treatment, thereby suggesting that more genes were activated by scopoletin at the two time points. However, the fold changes of certain differentially expressed genes, such as guanylate kinase, senescence-associated protein, and exostosin-1, were different between the two time points. 

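For guanylate kinase tetur07g05920, the log2 fold change was -1.11 at 24 h and -11.16 at 48 h. The difference between the 2 responses was -10.05 on the log2 scale (standard error 1.35, adjusted p = 0.450 for edgeR's interaction test). Both scopoletin libraries at 48 h held 0 reads of this gene, so the size of the difference depends on how values of 0 are handled. For the senescence-associated protein tetur06g00140, the log2 fold change was -1.26 at 24 h and -2.70 at 48 h, with a difference of -1.44 (standard error 1.39, adjusted p = 0.975). Leaving out 1 scopoletin replicate of that time point gave -3.63 or -0.41 at 24 h and -11.85 or -1.77 at 48 h. Exostosin-1 tetur01g05810 had 7.69 at 24 h and 8.10 at 48 h, a difference of 0.41 (adjusted p = 1.00). None of these differences passed the threshold after adjustment in edgeR's test, whereas DESeq2 called that of guanylate kinase.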

The differential expression is closely related to a previous report that the poisoning symptoms of *T. cinnabarinus* change after scopoletin treatment over time (Liang et al., 2011). These symptoms indicated that different defense or lethal responses may be involved in *T. cinnabarinus* treated with scopoletin at different time points.

In this study, GO enrichment analysis of differentially expressed genes showed that “cellular process” was the dominant group at both time points. KEGG pathways showed that “protein processing in endoplasmic reticulum” represented the major biochemical pathway at 24 and 48 h post-treatment, whereas calcium signaling pathway, MAPK signaling pathway, and fat digestion and absorption were well represented at 48 h post-treatment. Furthermore, we manually selected candidate genes associated with mite detoxification and acaricidal mechanism, such as signal transduction genes (e.g., GUK, GPCR, and glycerol-3-phosphate dehydrogenase) (Sato et al., 2016), cell apoptosis genes (e.g., Bcl-2 protein, RAB5-interacting protein, HSP70, and prohibitin 2) (Hoffenberg et al., 2000; Kasashima et al., 2006), and energy metabolism genes (e.g., lipase, vitellogenin1, C4-dicarboxylate-binding protein, and AMP-dependent synthetase and ligase) (Dinh et al., 2002; Kawakami et al., 2009; Shaw et al., 2010; Tanaka et al., 2017), according to their biological functions. 

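The gene of HSP70, tetur11g01680, had an RPKM of 111 and 146 in the solvent replicates at 24 h and of 63.3 and 64.4 in the scopoletin replicates, a log2 fold change of -1.07 (standard error 0.17, adjusted p = 0.152 from edgeR's quasi-likelihood test). DESeq2 called it past both thresholds at 24 h with the same log2 fold change of -1.07. At 48 h, it was -0.76 (standard error 0.18, adjusted p = 0.312), and over both time points -0.92 (standard error 0.12, adjusted p = 0.0353). Prohibitin 2, tetur201g00020, had an RPKM of 0.413 and 17.0 with the solvent at 48 h and of 1.10 and 0 with scopoletin. Its log2 fold change was -3.83 (standard error 1.42, adjusted p = 0.494), and without solvent replicate 2 at 48 h it changed sign to 0.45. Vitellogenin1, tetur39g00730, had an RPKM of 23.9 and 10.9 with the solvent at 48 h and of 3.72 and 4.66 with scopoletin, a log2 fold change of -2.06 (standard error 0.53, adjusted p = 0.357). At 24 h, it was 2.02 and 1.59 with the solvent and 1.39 and 5.06 with scopoletin, a log2 fold change of 0.78 (standard error 0.62). The difference at 48 h thus went with a rise in solvent-treated mites, which DESeq2 called past both thresholds.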

Among the selected candidate genes, genes associated with signal transduction and cell apoptosis were dominant. In addition, the differential expression of 2 transcription factor genes (e.g., transcription factor BCFI and SOX-2) was induced by scopoletin, indicating that the transcription factors were involved in the regulation of gene expression in the acaricidal mechanism of scopoletin.

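The transcription factor BCFI gene tetur01g05420 had an RPKM of 3.34 and 4.51 in the solvent replicates at 48 h and of 15.1 and 16.8 in the scopoletin replicates. Its log2 fold change was 2.02 (standard error 0.27, adjusted p = 0.0543 from edgeR's quasi-likelihood test), and it stayed between 1.89 and 2.18 with each library left out in turn. The transcription factor SOX-2 gene tetur02g12070 had an RPKM of 20.6 and 14.8 with the solvent and of 4.54 and 7.63 with scopoletin at 48 h. Its log2 fold change was -1.55 (standard error 0.28, adjusted p = 0.179), with a range from -1.94 to -1.22 when single libraries were left out. Both differences were larger than the distance between the replicates of either treatment. At 24 h, the RPKM of tetur02g12070 was 6.01 and 5.65 with the solvent and 4.14 and 5.22 with scopoletin. Its difference at 48 h thus went with a rise in solvent-treated mites, which DESeq2 called past both thresholds. At 24 h, the log2 fold changes were 0.15 for tetur01g05420 (adjusted p = 1) and -0.37 for tetur02g12070 (adjusted p = 1).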

Among the differentially expressed signal transduction genes identified in our study, GPCR was upregulated in *T. cinnabarinus* upon scopoletin treatment. Moreover, specific expression detection showed that scopoletin treatment upregulates the expression level of *TcGPCR*. 

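The receptor gene, tetur02g03830, had 87.8 and 476 estimated reads in the scopoletin replicates at 48 h and 44.3 and 68.3 in the solvent replicates. Its log2 fold change of 2.57 at 48 h fell to 0.66 without scopoletin replicate 2 and rose to 3.38 without scopoletin replicate 1. At 24 h, it had 1.9 and 60.4 estimated reads with the solvent and 16.5 and 10.8 with scopoletin, a log2 fold change of -1.22 (standard error 1.31, adjusted p = 1 from edgeR's quasi-likelihood test).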

GPCR composes one of the largest families of cell-surface proteins which involve in signal transmission and play crucial roles in diverse processes, such as development, metabolism, ecdysis, and reproduction in insects (Monaci et al., 1990; Van et al., 2010). GPCR can activate calcium channels present in the membrane of the endoplasmic reticulum, which induces the release of calcium into the cytoplasm (Caers et al., 2014). Thus, in the present study, to confirm that scopoletin induced an increase in intracellular free calcium [Ca^2+^]i levels by activating *TcGPCR*, we performed a cell-based assay with intracellular calcium mobilization in CHO cells. Indeed, the pharmacological data demonstrated that a significant increase in intracellular calcium level in CHO cells expressing *TcGPCR* was induced by scopoletin in a dose-dependent manner. Moreover, in this study, the susceptibility to scopoletin decreases when *TcGPCR* in the LC_50_ assays is suppressed via RNAi, indicating that the downregulation of GPCR reduces susceptibility to scopoletin. Taken all together, these results suggested that the calcium overload in the scopoletin-treated mites was mediated by the overexpression of GPCR.

In addition, the downregulation of GUK by scopoletin was observed in this study. Moreover, specific expression detection showed that scopoletin treatment downregulates the expression of *TcGUK*. 

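The estimated reads of guanylate kinase tetur07g05920 were 295 and 249 in the solvent replicates at 48 h and 0 in both scopoletin replicates. At 24 h, they were 238 and 148 with the solvent and 132 and 51.9 with scopoletin. With each library left out in turn, the log2 fold change at 48 h stayed between -11.35 and -10.96, and at 24 h it lay between -1.88 and -0.62. Both scopoletin replicates at 48 h held 0 reads, so the range at 48 h does not show how well that value is known. DESeq2 called the gene past both thresholds at 48 h with a log2 fold change of -10.40, whereas edgeR gave an adjusted p = 0.0115.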

GUK belongs to the superfamily of the membrane-associated guanylate kinase (MAGUK), which forms a complex with Ca^2+^ efflux pump of the plasma membrane Ca^2+^-ATPase (PMCA) to regulate calcium homeostasis (Aravindan et al., 2012). PMCA is responsible for the expulsion of Ca^2+^ from the cytosol of all eukaryotic cells (Zoccola et al., 2004). Aravindan et al. (2012) reported that GUK removes excess Ca^2+^ from cells by positively regulating the activity of PMCA. Elevated Ca^2+^ may result from increased influx or decreased efflux. Meanwhile, in this study, the susceptibility to scopoletin raises when *TcGUK* in the LC_50_ assays are suppressed via RNAi, indicating that the downregulation of GUK increases susceptibility to scopoletin. Thus, in our study, these results suggested that the downregulation of GUK may result in the closure of the efflux channel of calcium in the cell membrane, thereby inhibiting the outflow of intracellular Ca^2+^, which disrupts calcium homeostasis and promotes the overload of intracellular calcium. However, the regulation of intracellular calcium signaling is extremely complex. Therefore, the mechanism by which GUK downregulation mediates calcium overload in the scopoletin-treated mites needs further elucidation.

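The Bcl-2 protein gene tetur32g01740 had 167 and 260 estimated reads in the solvent replicates at 24 h and 46.5 and 36.1 in the scopoletin replicates. With each library left out in turn, its log2 fold change at 24 h stayed between -2.69 and -2.06. At 48 h, it had 80.3 and 113 estimated reads with the solvent and 43.6 and 44.6 with scopoletin, a log2 fold change of -0.96 (standard error 0.28, adjusted p = 0.416 from edgeR's quasi-likelihood test). The interaction of treatment and time was 1.44 on the log2 scale (standard error 0.39, adjusted p = 0.975).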

We identified several genes that were inhibited by scopoletin, including the apoptosis regulatory protein, Bcl-2 protein (BAG). Moreover, specific expression detection showed that scopoletin treatment downregulates the expression of *TcBAG*. Bcl-2 protein is a pro-survival protein that inhibits apoptosis induced by calcium signaling (Shibasaki et al., 1997). For example, the anti-apoptotic action of Bcl-2 reportedly involves enhancing the storage of calcium by upregulating the expression levels of calcium pump genes (Shibasaki et al., 1997; Zhu et al., 1999). Other reports indicate that Bcl-2 increases membrane permeability, thereby reducing the concentration of Ca^2+^ in the endoplasmic reticulum, resulting in a decrease in the amount of released Ca^2+^ during signal transduction and inhibiting apoptosis (Pinton et al., 2000; Schlossmann et al., 2000). Additionally, in this study, the susceptibility to scopoletin raises when *TcBAG* in the LC_50_ assays are suppressed via RNAi, indicating that the downregulation of Bcl-2 increases susceptibility to scopoletin. In this case, the Bcl-2 protein gene was inhibited by scopoletin, suggesting that the anti-apoptotic function induced by calcium signaling was disturbed in scopoletin-treated mites. Thus, the overloading of calcium induces cell apoptosis, and downregulation of Bcl-2 protein may promote apoptosis.

In our study, calcium signaling pathway-related genes (GPCR, BAG, and GUK) played crucial roles in the acaricidal mechanism of scopoletin against *T. cinnabarinus*. In consequence, the identification and characterization of calcium signaling pathway-related genes from mites will help in determining the involvement of GPCR, BAG, and GUK in the responses of mites to specific acaricides. Moreover, the present study will help us understand the biological functions of GPCR, BAG, and GUK. In this study, we cloned and characterized the full-length cDNA of GPCR, BAG, and GUK gene in *T. cinnabarinus* (designated as *TcGPCR*, *TcBAG*, and *TcGUK*, respectively). The structure analysis of *TcGPCR* demonstrates that this gene possesses seven transmembrane (7TM) helix domains that indicate the common structural framework of transmembrane signal transduction (Monaci et al., 1990). The structure analysis of *TcBAG* indicates that this gene possesses a BAG domain with anti-apoptotic activity and increases the anti-cell death function of Bcl-2 induced by calcium signaling (Shibasaki et al., 1997; Doong et al., 2002). Doong et al. (2002) reported that the gene was dependent on its interaction with heat shock protein 70 (HSP70) to exhibit anti-apoptotic activity. However, in this study, HSP70 was downregulated in BAG-suppressed mites, indicating that scopoletin promotes apoptosis. Moreover, *TcGUK* is predicted to possess a guanylate kinase-like domain (GK) whose function is to mediate the interaction of protein molecules, which is related to cell adhesion and orientation of mitotic spindle (Momand et al., 2000; Von et al., 2003; Yang et al., 2004). In addition, the expression levels of the calcium signaling pathway-related genes (*TcGPCR*, *TcBAG*, and *TcGUK*) were detected in all four tested developmental stages of *T. cinnabarinus*, indicating that the GPCR, BAG, and GUK genes are important during the whole life cycle of mites. However, the expression levels of the calcium signaling pathway-related genes (*TcGPCR*, *TcBAG*, and *TcGUK*) during the larval and nymphal stages were significantly higher than those in the other developmental stages of *T. cinnabarinus*, indicating that the three calcium signaling pathway-related genes coordinated and interacted during the regulation of mite development.

## Conclusion

In the present study, we found that the acaricidal mechanism of scopoletin involves calcium overload. Therefore, to reveal the molecular mechanism and search for candidate target genes of calcium overload induced by scopoletin in mites, we utilize RNA-seq to detect changes in transcription levels. We identified 70 and 102 differentially expressed genes upon scopoletin treatment at 24 and 48 h post-treatment, respectively. GO enrichment analysis of differentially expressed genes showed that “cellular process” was the dominant group at both time points. KEGG pathways showed that “protein processing in endoplasmic reticulum” represented the major biochemical pathway at 24 and 48 h post-treatment, whereas calcium signaling pathway, MAPK signaling pathway, and fat digestion and absorption were well represented at 48 h post-treatment. The target genes associated with the acaricidal mechanism of scopoletin included 3 signal transduction genes (GUK, GPCR, and glycerol-3-phosphate dehydrogenase), 4 cell apoptosis genes (Bcl-2 protein, RAB5-interacting protein, HSP70, and prohibitin 2), 4 energy metabolism genes (lipase, vitellogenin1, C4-dicarboxylate-binding protein, and AMP-dependent synthetase and ligase), and 2 transcription factor genes (transcription factor BCFI and SOX-2).

Mechanically, the calcium overload in the scopoletin-treated mites was mediated by calcium signaling pathway-related genes. Thus, the differential expression of three calcium signaling pathway-related genes, namely, GPCR, BAG, and GUK, may medicate calcium overload induced by scopoletin in RNA-seq. Specific expression detection shows that scopoletin treatment upregulates the expression levels of *TcGPCR* and downregulates the expression levels of *TcBAG* and *TcGUK*. Moreover, the RNAi of GPCR gene expression decreased the susceptibility of *T. cinnabarinus* to scopoletin, and the RNAi of BAG and GUK gene expressions enhanced the susceptibility of *T. cinnabarinus* to scopoletin. What is more, functional expression data strongly suggest that scopoletin induced a significant increase in intracellular free calcium [Ca^2+^]i levels by activating *TcGPCR* in CHO cells. Our results showed that the acaricidal mechanism of scopoletin against *T. cinnabarinus* was by disrupting intracellular Ca^2+^ homeostasis and calcium signaling pathway mediated by GPCR, BAG, and GUK (Figure 13). Our findings enhance the understanding of the acaricidal mechanism of scopoletin in *T. cinnabarinus* and clarify designing strategies to control pest mites.

**FIGURE 13:**
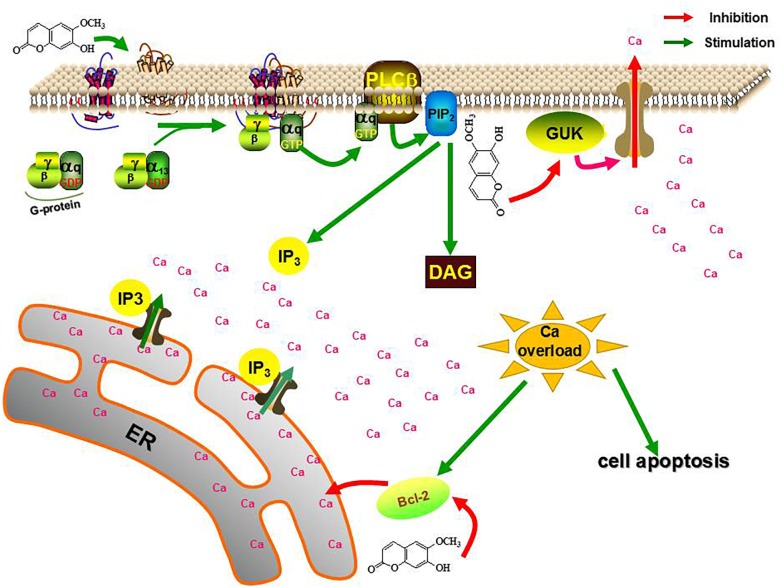
The role of *TcGPCR*, *TcBAG* and *TcGUK* on the acaricidal mechanism of scopoletin. PLCβ, phospholipase Cβ; PIP_2_, phosphatidylinositol bisphosphate; DAG, diacylglycerol; IP_3,_ inositol trisphosphate; ER, endoplasmic reticulum.

## Author Contributions

HZ, Y-qZ, and WD conceived and designed the experiments and wrote and revised the manuscript. HZ, TL, X-jL, F-yG, and TG performed the experiments and analyzed the data.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

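RNA from surviving female *T. cinnabarinus* was sequenced 24 and 48 h after treatment with scopoletin at 0.938 mg/mL or with the solvent. There were 2 biological replicates of each of the 4 combinations, 8 libraries in all. Treatment, time and replicate number were taken from the sample labels and matched the design given in the methods of the paper.

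The authors removed adaptor, duplicate and low-quality reads, mapped the rest to the *T. urticae* genome with T-Map, and deposited for each library a list of genes with a transcript name, a gene length, an estimated number of reads and an RPKM. The estimated counts deposited by the authors are expected counts and fewer than 1% of them are whole numbers, and the tool that made them is not named in the text of the paper. The RPKM values deposited by the authors are normalized for gene length and depth. They equal the estimated reads divided by the gene length less 17 bp and by a divisor of 9811000 to 13050000 reads that is constant within each library. Genes with no value in a library are missing from its list and were taken as 0. The shortest gene listed lay between 131 and 141 bp and differed between libraries. The mapping, read filtering and read assignment are thus already in the values and were not repeated.

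The estimated reads were rounded and analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization (factors from 0.911 to 1.07), glmQLFit and the quasi-likelihood F test. One fit of all 8 libraries with a mean for each of the 4 groups gave the contrasts at 24 h, at 48 h, their average, their difference (the interaction) and the change between 24 and 48 h in solvent-treated mites. The fit covered the 12329 genes with at least 10 reads in at least 2 libraries, with a common dispersion of 0.0188. P-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called changed at an adjusted p of 0.001 or less and an absolute log2 fold change of 1 or more. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The RPKM of single genes is given per library. The overlap of the time points was tested with Fisher's exact test. Genes switching between 0 and expressed were those at 0 in both replicates of one treatment and at an RPKM of at least 1 in both replicates of the other.

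Between 6483906 and 8526401 estimated reads per library lay on genes, with a median of 8233138.5 in the scopoletin libraries and 8245420 in the solvent libraries. Reads from PCR-amplified libraries without molecular identifiers are not independent molecules, and the errors given rest on the spread between libraries, not on counting alone. With 2 libraries per group, the spread of a single gene is poorly known, and edgeR shares it across genes.

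The tests were checked on simulated data. Counts of the 12329 tested genes were drawn with the means and library sizes of the real libraries and the replicate spread estimated from them. At 24 h, 200 genes were changed, and at 48 h none. Of the 200 genes, 67 had an absolute log2 fold change of 3, 67 had 2 and the others a smaller one. At an adjusted p of 0.001, edgeR recovered 154 of the 200 genes (77%) with 1 false call at 24 h and 0 at 48 h. DESeq2 recovered 160 and limma 92. The test of Audic and Claverie on summed reads recovered 180 with 100 false calls at 24 h and 91 at 48 h. The threshold on the adjusted p is easier to reach when many genes change. These shares thus hold for 200 genes changed this strongly, and not for fewer or weaker changes.

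The genes named were chosen before the data were examined. They are every gene in Tables 2 and 3 and Figure 5 of the paper and, at each time point, up to 3 genes with the largest rise and up to 3 with the largest fall among those past both thresholds and moved the same way in both same-numbered pairs. The latter rule gave 1 gene. Gene names come from the tables of the paper, since the files do not pair identifiers with names. Of the genes in the tables, tetur21g01620 and tetur17g02410 had too few reads to be tested.

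The alternatives were other thresholds, a replicate block, no filter on low reads, DESeq2 1.42.0 with its size factors, and limma 3.58.1 on log2 RPKM with pseudocounts of 1, 0.1 and 0.01. Further alternatives were each library left out in turn, only the 4 libraries of a time point, the test of Audic and Claverie on summed reads or in each same-numbered pair, and fold change alone. Only genes of at least 141 bp and the Benjamini-Yekutieli adjustment of the test of Audic and Claverie, whose source the methods of the paper cite, were added after the data had been seen. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

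The GO and KEGG results, the RT-qPCR, the RNA interference and the calcium assays were not analysed here. No genome sequence or annotation was used here, so gene positions and shared sequence between genes were not examined.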

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

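The count of other splits of the libraries was chosen before its result was known. edgeR's contrasts, the fits that left out 1 library and the count of switching genes at 48 h were set before the data were examined. All remaining tests in this part, and the length limit of 141 bp, were chosen only after the patterns had been seen.

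Averaged over both time points, 3 genes outside Tables 2 and 3 passed both thresholds, which the paper does not discuss. All 3 fell, with log2 fold changes of -2.41, -2.13 and -2.48 (adjusted p = 0.000214, 0.000130 and 0.000314 from edgeR's quasi-likelihood test). One of them, tetur03g00120, was also the only gene past both thresholds at 24 h, with a log2 fold change of -2.42, and at 48 h it was -1.83 (adjusted p = 0.0048). Its RPKM was at least 43.8 in the 4 solvent libraries and at most 15.3 in the 4 scopoletin libraries. The 8 libraries can be split into groups of 4 in 8 ways that part every same-numbered pair of a time point. Of these 8 splits, 1, the real one, gave 3 or more genes past both thresholds. The other 7 exchange treatments within 1 or more pairs and gave 0 genes, with 370 to 1019 genes at an unadjusted p under 0.05. With 8 splits, the share cannot fall below 0.05, so chance is not excluded by this count.

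At an adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more, 10 genes fell over both time points. Of these, 3 are in the tables of the paper. Among the 10 genes, 5 have neighbouring identifiers, with a distance of at most 100 in the numbering, which made 10 close pairs. A random draw from the tested genes gave as many close pairs in 0 of 10000 lists of the same size, and at most 2. The 5 genes varied together over the 8 libraries, with a median correlation of 0.957 between their log2 normalized reads. Reads shared between near-identical copies would give such a correlation, and so would a shared response of neighbouring genes, or the choice of genes that all fell. The pattern cannot be told apart from shared reads, since no sequence was used here. A group of neighbouring genes that scopoletin lowers at both time points may thus be put forward only as a hypothesis.

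The libraries differ in the shortest gene they list. Of the genes shorter than 141 bp, all 61 were listed in at least 1 scopoletin library and 3 in any solvent library. If the lists reach down to a minimum gene length that differs between libraries, genes below it appear to switch on. At 48 h, 25 genes were at 0 in both solvent libraries and expressed in both scopoletin libraries, and only 2 of these were at least 141 bp long, while 7 genes of that length switched the other way. A difference in depth goes against the direction seen, since the scopoletin libraries at 48 h held 0.9 times the reads of the solvent libraries at 48 h. Among genes shorter than 141 bp, 86.1% of the combinations of gene and library that reach the library's minimum were listed, counting genes listed in another such library. For genes of the next 20 bp it was 70.1%. The bar of 90% is not reached by genes longer than every minimum either, so this share decides nothing. A further test compared the 2 replicates of each condition by the number of genes of at most 200 bp that one lists and that are shorter than every gene of the other, with the lengths shuffled over the genes and the minimum taken anew in each of 10000 shuffles. There were 16 such genes for scopoletin at 24 h and 18 at 48 h, and 0 and 0 shuffles had as many. For the solvent there were 2 at 24 h and 3 at 48 h, and 55 and 71 shuffles had as many. Listing that does not depend on gene length goes against these numbers. Since the replicates of a condition share treatment and time, the shortest length listed differs between libraries without a difference in treatment. Treatment is not excluded as a further cause. Every scopoletin minimum, 131 to 139 bp, lay below every solvent minimum, 140 to 141 bp. A candidate explanation for the values of 0 at exostosin-1 and alpha-D-phosphohexomutase, at 138 and 135 bp, is the minimum gene length and not their expression. For exostosin-1, the paper also reports a rise in RT-qPCR, so a rise of its expression is not excluded.

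Several genes of Tables 2 and 3 had log2 fold changes of opposite signs at the time points. The scaffold protein gene tetur02g05380 had 6.14 at 24 h and -3.03 at 48 h, on at most 26.6 estimated reads per library. Its interaction was -9.17 (standard error 2.51, adjusted p = 0.975 from edgeR's interaction test). The receptor gene tetur02g03830 had -1.22 and 2.57, with an interaction of 3.79 (standard error 1.59, adjusted p = 0.975). Lipase and the C4-dicarboxylate-binding protein gene also had log2 fold changes of opposite signs at 24 h and at 48 h. That of lipase tetur11g05740 was -3.07 at 24 h and 0.72 at 48 h, where the RPKM of replicate 2 was 7.98 with the solvent and 8.07 with scopoletin (unadjusted p = 0.153), so that a rise at 48 h is not shown. It had an interaction of 3.78 on the log2 scale (standard error 0.73, adjusted p = 0.708). The C4-dicarboxylate-binding protein gene tetur02g02050 had 2.07 at 24 h and -6.69 at 48 h, with an interaction of -8.76 (standard error 2.40, adjusted p = 0.975). None of these differences passed the threshold after adjustment in edgeR's interaction test. In that test, 0 genes passed and 589 genes had an unadjusted p under 0.05, a smaller share than 0.05 of the tested genes. The values of tetur02g02050 rest on at most 20.9 estimated reads per library. Its log2 fold change at 24 h was 1.10 without solvent replicate 1 at 24 h and 6.81 without solvent replicate 2. No technical explanation was tested for these genes beyond that. Spread between replicates remains as an explanation, since the receptor gene had 1.9 and 60.4 estimated reads in the solvent replicates at 24 h. The time after treatment remains as a biological one, which these values do not show.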

How the results depend on the processing

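All alternatives were set before the data were examined, except the minimum gene length of 141 bp and the Benjamini-Yekutieli adjustment, which were added after the data had been seen. Where a value changed, the cause was not tested.

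Past both thresholds, 1 gene was called at 24 h, 0 at 48 h (1099 genes at an unadjusted p under 0.05), 0 at both time points, 0 for the interaction (589), 3 over both time points and 0 between 24 and 48 h in solvent-treated mites (1383). With an adjusted p of 0.05 or less, these counts were 6, 7, 3, 0, 11 and 12. DESeq2 gave 9, 10, 5, 1, 9 and 28. Without a minimum fold change no count changed.

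With the replicate block, 0 genes were called at 24 h (332 at an unadjusted p under 0.05), 0 at 48 h (1065) and 2 over both time points. Without the filter on low values, there were 0 genes at 24 h (430), 0 at 48 h (1205) and 2 over both time points. With only the 4 libraries of a time point, there were 0 genes at 24 h (468) and 0 at 48 h (818). With limma on log2(RPKM + 1), 0 genes were called at 24 h (485), 2 at 48 h, which both rose, 1 for the interaction and 1 over both time points, which also rose, whereas the 3 genes of edgeR fell. The gene called for the interaction and over both time points was alpha-D-phosphohexomutase tetur04g07080, also 1 of the 2 at 48 h. At 135 bp, it is shorter than every gene listed in the solvent libraries. With a pseudocount of 0.1, limma called 0 genes at 24 h (469), 0 at 48 h (1064) and 0 over both time points (855). With a pseudocount of 0.01, it called 0 at 24 h (461), 1 at 48 h, which fell, and 0 over both time points (822). With genes of at least 141 bp, the counts stayed at 1 at 24 h and 0 at 48 h (1083).

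The test of Audic and Claverie on summed reads called 126 genes at 24 h, 237 at 48 h and 28 at both. With the Benjamini-Yekutieli adjustment, whose source the methods of the paper cite and which was added after the data had been seen, it called 85 and 175. Required in each same-numbered pair, it called 17 and 47. Fold change alone in both pairs called 209 and 297. These 4 settings compare the libraries at hand and not the conditions.

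Leaving out one library at a time gave from 0 to 1 genes at 24 h across the 4 fits that left out a library of 48 h. The count was 0 in the fits without a scopoletin library (341 and 338 genes at an unadjusted p under 0.05). Over both time points it gave from 0 to 2 genes across 8 fits, with 0 genes in 3 of the 4 fits without a scopoletin library (777, 630 and 768 at an unadjusted p under 0.05) and 1 in the other. At 48 h and between the time points in solvent-treated mites, the count stayed at 0 in the 4 fits each, with at least 980 and 1261 genes, respectively, at an unadjusted p under 0.05. Leaving out one library was not run for the interaction and for the overlap, nor as a test where a treatment would have kept 1 library at that time point.

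Genes switching between 0 and expressed numbered 17 at 24 h and 32 at 48 h. With an RPKM of at least 5 required, they numbered 0 and 13. With genes of at least 141 bp, chosen after the data had been seen, there were 17 and 9, and with an RPKM under 0.1 in place of 0 there were 17 and 32. The number of detected genes in the lowest library was 14296, against 13833 and 11323 with an RPKM of at least 0.1 and 1.

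For the single genes named, no direction reversed past a threshold. Of their values under the alternatives, 6 values of 1 gene were no longer past the thresholds, 6 values of 5 genes were newly past them, and 16 values of 15 fold changes moved by more than the spread between replicates. In 2 fits that left out one library, the sign was lost. Without scopoletin replicate 2 at 24 h, exostosin-1 at 24 h was 0, and without solvent replicate 2 at 48 h, prohibitin 2 at 48 h was 0.45. The gene past both thresholds at 24 h, tetur03g00120, is the 1 gene no longer past them, with the replicate block, with limma on log2(RPKM + 1) and in all 4 fits that left out a library of 48 h. The 1 gene counted in each of the fits without a solvent library of 48 h is therefore another one. At 24 h, 0 genes were called without the filter on low values and with limma at pseudocounts of 0.1 and 0.01. The same held with only the 4 libraries of 24 h, so tetur03g00120 was not past the thresholds in these settings either. The log2 fold change of tetur03g00120 lay between -2.53 and -2.26, and DESeq2 called it. Fits that left a gene with 10 reads in fewer than 2 libraries gave no value for it.

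The depth limits the genes with few reads most. Of the genes in Table 3, 2 had too few reads to be tested. For tetur02g02050, with at most 20.9 estimated reads in any library, a value of 0 is not told apart from a low value.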

Differences from the paper's values

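The paper reports 70 changed genes at 24 h and 102 at 48 h, against 1 and 0 genes past both thresholds here, with 349 and 1099 genes at an unadjusted p under 0.05 in edgeR's test. The 349 genes were a smaller share than 0.05 of the tested genes. None of the alternatives set before the data were examined closed either gap. The nearest were 17 and 126 genes at 24 h, and 47 and 237 genes at 48 h, with the test of Audic and Claverie in each same-numbered pair and on summed reads. The paper cites Benjamini and Yekutieli beside its FDR threshold. With their adjustment of that test on summed reads, an alternative chosen after seeing the values, there were 85 genes at 24 h, within 1.5 times the paper's 70, and 175 at 48 h, which was not.

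For the upregulated genes, the paper reports 41 at 24 h and 61 at 48 h, against 0 and 0 here. Of the alternatives set before the data were examined, the test of Audic and Claverie on summed reads came within 1.5 times the paper's number at 24 h, with 53 genes, and the others did not, and none did at 48 h. With the Benjamini-Yekutieli adjustment, chosen after seeing the values, there were 39 genes at 24 h and 77 at 48 h, both within 1.5 times the paper's numbers. For the downregulated genes, the paper reports 29 at 24 h and 41 at 48 h, against 1 and 0 here. At 24 h, none of the alternatives set before the data were examined closed the gap. At 48 h, the test of Audic and Claverie in each same-numbered pair gave 28 genes, within 1.5 times the paper's 41, and the others did not. The Benjamini-Yekutieli adjustment gave 46 at 24 h and 98 at 48 h and closed neither gap. The paper reports 18 genes shared by the time points, against 0 here, and none of the alternatives set before the data were examined closed the gap, with 28 genes for the test of Audic and Claverie on summed reads.

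The paper gives log2 fold changes from -12.8 to 13.4, against -11.16 to 10.34 here. At 48 h, the paper's log2 fold change of tetur07g05920 is -12.80, against -11.16 here, and that of tetur02g02050 is -9.37, against -6.69. The paper's value for tetur01g05810 at 48 h is 11.14, against 8.10, and for tetur04g07080 it is 13.41, against 10.34. Each of these 4 genes had 0 reads in both replicates of 1 treatment at 48 h. The size of their fold changes thus depends on how values of 0 are handled. For all of these, the log2 ratio of mean RPKM with values of 0 set to 0.01 gave the paper's value to 2 decimals, at -12.80, -9.37, 11.14 and 13.41, and this alternative was set before the data were examined. DESeq2, limma on log2(RPKM + 1), the replicate block and the fits that left out 1 library did not close the gap for any of these 4 genes at 48 h. The largest difference of a single gene was that of exostosin-1 tetur01g05810 at 24 h, with 7.69 here against 10.82 in the paper. Its scopoletin replicates at 24 h had an RPKM of 0 and 36.1, and the log2 ratio of mean RPKM gave 10.82.

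The paper states that upregulated genes outnumbered downregulated genes at both time points. At an adjusted p of 0.05 or less, edgeR called 0 genes up and 6 down at 24 h, and 2 up and 5 down at 48 h. On summed reads, the test of Audic and Claverie called 53 up and 73 down at 24 h, and 101 up and 136 down at 48 h. Upregulated genes were the larger number with fold change alone at 24 h, with 115 up and 94 down, but not at 48 h, with 145 up and 152 down, and with limma on log2(RPKM + 1) at 48 h, with 2 up and 0 down. Of these 2 genes, 1 was alpha-D-phosphohexomutase, which is shorter than every gene listed in the solvent libraries. The paper states that more genes changed at 48 h than at 24 h. In edgeR's test, 0 and 1 genes passed both thresholds, also without a minimum fold change and with genes of at least 141 bp. With the replicate block, it was 0 and 0. More genes at 48 h were called by edgeR at an adjusted p of 0.05 (7 and 6), DESeq2 (10 and 9) and limma on log2(RPKM + 1) (2 and 0). The same held for the test of Audic and Claverie on summed reads (237 and 126) and in each pair (47 and 17). Fold change alone gave 297 and 209.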

Other observations

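The tests of the replicate difference of genes called on summed reads were chosen before their results were known. edgeR's contrasts, the calls on summed reads and the counts of switching genes without a length limit were set before the data were examined. All remaining tests in this part were chosen only after the results had been seen.

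Genes called by the test of Audic and Claverie on summed reads were examined in the libraries that the call had not used. If it is a test that ignores the spread between replicates, the called genes should differ more between replicates than other genes of the same expression. For the genes called at 24 h, the median log2 difference between replicates at 48 h was 0.819 over the 78 genes that had enough reads, against a median of 0.470 in 10000 expression-matched lists. For the genes called at 48 h, it was 0.621 at 24 h over 165 genes, against 0.354. In both cases 0 of the 10000 lists reached the value. This is consistent with many calls on summed reads resting on genes that vary between replicates. In counts simulated with the replicate spread of these libraries and no change at 48 h, the same test made 91 calls at 48 h, against 237 in the real libraries. Replicate spread alone thus gave calls in the simulation. The simulation covered only the 12329 tested genes, whereas the 237 calls came from all 15812 listed genes. The 91 and 237 calls are not counted over the same genes, so they do not show whether replicate spread alone falls short. It is left open how many of the 237 genes respond to scopoletin.

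Genes switching between 0 and expressed were also counted in the other splits of the 4 libraries of each time point, each of which puts 1 solvent and 1 scopoletin library on either side. At 24 h, the real split had 17 such genes and the other splits had 20 and 17, so that 3 of 3 splits had as many. At 48 h, among genes of at least 141 bp, the real split had 9 and the others 21 and 26, and again 3 of 3 splits had as many. The length limit of 141 bp was chosen after the data had been seen. Without it, the real split at 48 h had 32 genes and the others 21 and 27, and with an RPKM of at least 5 it had 13 and the others 2 and 1. The spread between replicates may therefore account for the number at 24 h and for that of the longer genes at 48 h, but the split by treatment had the largest number at 48 h when genes shorter than 141 bp were counted.

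The 2 scopoletin libraries at 48 h differed from each other at 8 of the 22 genes of Table 3 by an exact binomial test with an adjusted p of 0.001 or less. By the same test, the replicates differed at 8 of these genes with scopoletin at 24 h, and with the solvent at 8 at 24 h and 10 at 48 h, so the difference is not particular to the scopoletin libraries at 48 h. Counting error does not cover these genes, and it is not excluded for the others. Whether the mites of the 2 replicates differed, or the libraries did, cannot be told from these data.

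Across the tested genes, the log2 fold changes at 24 and 48 h correlated with r = 0.126, genes not being independent replicates. Of the 9 ways to split the libraries of both time points into groups of 2, 2 gave a correlation of at least that size, the real split included, and the largest was 0.208. With 9 splits the share cannot fall below 0.05, and a shared response at both time points cannot be told apart from a grouping by chance.

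In solvent-treated mites, a comparison that the paper does not report, 12 genes had an adjusted p of 0.05 or less and an absolute log2 fold change of at least 1 between 24 and 48 h, 8 of them higher at 48 h. The matching numbers for scopoletin against solvent were 6 at 24 h and 7 at 48 h.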
